# Direct measurement of transcription rates reveals multiple mechanisms for configuration of the *Arabidopsis* ambient temperature response

**DOI:** 10.1186/gb-2014-15-3-r45

**Published:** 2014-03-03

**Authors:** Kate Sidaway-Lee, Maria J Costa, David A Rand, Bärbel Finkenstadt, Steven Penfield

## Abstract

**Background:**

Sensing and responding to ambient temperature is important for controlling growth and development of many organisms, in part by regulating mRNA levels. mRNA abundance can change with temperature, but it is unclear whether this results from changes in transcription or decay rates, and whether passive or active temperature regulation is involved.

**Results:**

Using a base analog labelling method, we directly measured the temperature coefficient, Q_10_, of mRNA synthesis and degradation rates of the *Arabidopsis* transcriptome. We show that for most genes, transcript levels are buffered against passive increases in transcription rates by balancing passive increases in the rate of decay. Strikingly, for temperature-responsive transcripts, increasing temperature raises transcript abundance primarily by promoting faster transcription relative to decay and not vice versa, suggesting a global transcriptional process exists that controls mRNA abundance by temperature. This is partly accounted for by gene body H2A.Z which is associated with low transcription rate Q_10_, but is also influenced by other marks and transcription factor activities.

**Conclusions:**

Our data show that less frequent chromatin states can produce temperature responses simply by virtue of their rarity and the difference between their thermal properties and those of the most common states, and underline the advantages of directly measuring transcription rate changes in dynamic systems, rather than inferring rates from changes in mRNA abundance.

## Background

The mechanism for ambient temperature sensing in plants is unclear. Control of transcript levels is believed to be important in responses to temperature [1-4] but affects of ambient temperature on transcription and mRNA decay rates have not been measured. According to the work of Arrhenius [5] the temperature coefficient (Q_10_) of biochemical reactions is expected to be 2 to 3 at biological temperatures: yet less than 2% of *Arabidopsis thaliana* genes have a two-fold or greater difference in expression level between 17°C and 27°C [6]. The remaining genes either have rates buffered against changing temperatures, or passive increases in transcription rate must be offset by a balanced increase in decay rate, leading to higher turnover but static steady state levels. Despite this fundamental uncertainty, steady state transcriptomic responses to ambient temperature have been used to infer a role for chromatin modifications in temperature signaling [2,7].

4-Thiouracil (4SU) is a non-toxic base analogue that has been shown to be incorporated into mammalian and yeast mRNA during transcription [8-12]. Biotinylation and column separation allow 4SU-labeled RNA to be separated from unlabeled RNA, and transcriptomic analysis using the separated samples can be used to simultaneously calculate mRNA synthesis and decay rates [8]. Here we use 4SU labeling to measure transcription rates and determine the Q_10_ genome-wide of mRNA synthesis and decay rates in *Arabidopsis thaliana*. We show that ambient temperature has large passive effects on both mRNA synthesis and decay rates, and that where temperature controls transcript abundance it does so by regulating transcription relative to decay and not *vice versa*. Our analysis suggests that transcription factor binding sites and epigenetic state combine to create a complex network of temperature responses in plants.

## Results

Cells incorporate 4SU into RNA and this has been exploited in mammalian cells [8,11,12] and in yeast [13] to measure mRNA synthesis and decay rates. In order to determine whether plants can take up 4SU we floated intact seedlings in MS medium and monitored 4SU incorporation into RNA by biotinylation and dot blot (Figure S1a in Additional file 1). This clearly showed that plants incorporate 4SU from the environment into RNA and that concentrations as low as 1 mM lead to a signal detectable above background within 1 hour (Figure 1B). The resulting RNA could be separated from unlabeled RNA by biotinylation and passage through a streptavidin column as described previously. At 1.5 mM the flow-through can be depleted of detectable 4SU-labeled RNA, whilst labeled plant RNA is highly concentrated in the fraction recovered from the column [8,13] (Figure S1c in Additional file 1). To maximize recovery we chose a low concentration of 4SU at 1.5 mM [8] as high labeling frequencies are known to lead to binding of fewer more frequently labeled transcripts to the columns and reduce recovery. At this concentration *Arabidopsis* plants treated with 4SU showed the same growth and survival as control plants (Figure S2a in Additional file 1), suggesting 4SU has low toxicity in plants, as in other organisms. Therefore, 4SU dynamics in *Arabidopsis* seedlings resemble those described for other experimental systems. Preliminary experiments showed that RNA turnover was faster at 27°C compared to 12°C (Figure S2b in Additional file 1), suggesting that temperature generally affected transcription rates.

**Figure 1:**
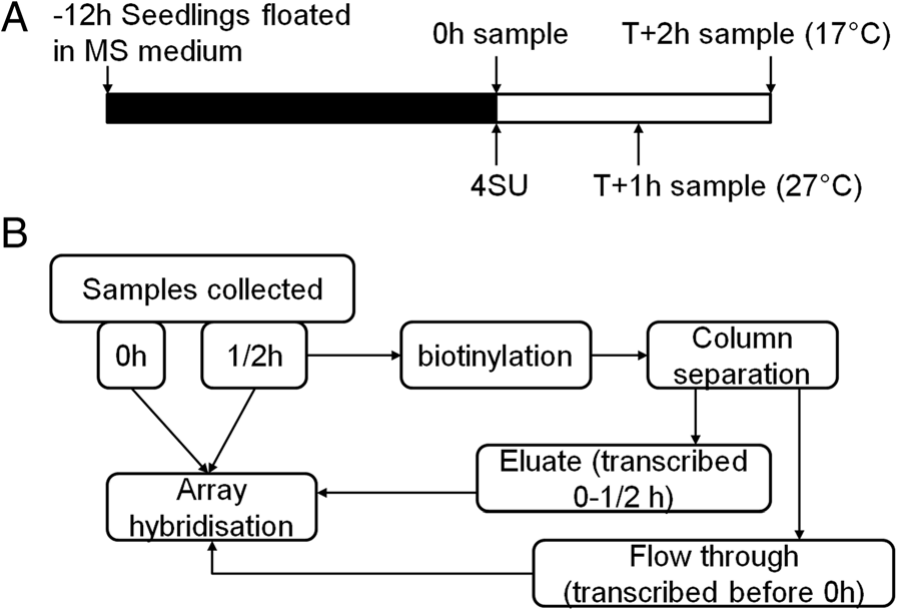
**Schematic of experimental design and workflow. (A)** Experimental design. Seedlings were floated on MS medium 12 hours prior to the experiment, which started on addition of 4SU. RNA was harvested concurrent with 4SU addition, and then either 1 or 2 hours later, depending on the temperature. **(B)** Experimental workflow for harvested samples. Samples at time 0 are extracted and hybridized directly, whereas samples at 1/2 hours are split. Total RNA is hybridized directly and compared to samples at time 0 to give change in steady state level during the labeling period. Total RNA was also split into two fractions by biotinylation and column separation, each of which is also hybridized to give abundance data for transcripts synthesized before and after 4SU addition.

We designed an experiment to determine the Q_10_ of mRNA synthesis and decay rates genome-wide. mRNA abundances were analyzed at two time-points at two temperatures 10°C apart, by microarray (Figure 1). 

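Seedlings of the ecotype Columbia were kept at 17°C or 27°C and floated on MS medium for 12 hours. Then 4SU, a base analog that cells build into new RNA, was added shortly after dawn. Total RNA was taken at the addition (time 0) and at the end of labeling, 2 hours later at 17°C and 1 hour later at 27°C. RNA from the end of labeling was split on a streptavidin column into a labeled, newly synthesized (NS) fraction and an unlabeled, pre-existing (PE) fraction. Each of these 4 kinds of RNA was hybridized from 3 biological replicates per temperature, giving 24 arrays. The seedlings were 11 days old by the methods and 10 days old by the sample labels. The labels give 1.5 mM 4SU at both temperatures, while the methods state that the concentrations differed.

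The deposited values are MAS5 signal intensities on a linear scale, with a trimmed mean of 500.0 to 500.1 on every array. Because each array carries the same mean, the signal holds no record of how much RNA a fraction contained. The median signal over all probe sets was 173 to 196 on the NS arrays and 121 to 142 on the PE arrays, against 143 to 161 on the total RNA arrays. Detection calls were not used here. In their place, the 12997 probe sets with the highest minimum signal over the 12 total RNA arrays were kept, a limit of 48.25 that 57.1% of the probe sets passed. A single gene is named for 7768 of them, several genes for 260 and none for 4969. Half-lives and transcription rates were computed within each replicate by the formulas of the methods, with the time 0 array of the same replicate number as the starting level. Genes are given by symbol or locus, with errors as SD over 3 replicates unless stated.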

At dawn total RNA was collected from seedlings floating on MS medium at 17°C and at 27°C, and 4SU was added to the remaining samples. After 1 hour at 27°C or 2 hours at 17°C material was flash-frozen, and RNA from this latter collection was separated into 4SU-labeled and unlabeled fractions (Figure S1c in Additional file 1). Total RNA from both the beginning and end of the labeling period, as well as labeled and unlabeled fractions at the end of the labeling period, were analyzed by Affymetrix ATh1 Genechips. 

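After 1 hour at 27°C, newly synthesized RNA made up a median of 26.0% of a transcript's total signal over the 12997 probe sets. After 2 hours at 17°C its median share was 15.9%. Pre-existing RNA made up 72.1% at 27°C and 83.2% at 17°C. The factor that brings the NS signal to the scale of the total, Cn, was 0.218 at 27°C and 0.134 at 17°C, and the factor for the PE signal, Cp, was 0.770 and 0.848. Lines fitted to each replicate alone gave a Cn of 0.146 to 0.187 at 27°C and of 0.0876 to 0.121 at 17°C, so that every replicate at 27°C lay above every replicate at 17°C (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Their Cp was 0.808 to 0.862 at 27°C and 0.873 to 0.903 at 17°C. The lines through the mean ratios had an r² of 0.293 at 27°C and 0.347 at 17°C across probe sets, and all 6 lines of single replicates gave a lower Cn and a higher Cp than the line through the means.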

Using linear regression [8] the relative contributions of the 4SU-labeled RNA (newly synthesized) fractions and unlabeled RNA (pre-existing, was transcribed before 4SU addition) to the total RNA fraction could be calculated, and the expression level of each gene normalized accordingly [8] (Figure S3 in Additional file 1; Materials and methods). 

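All 7 circadian clock genes measured, among them TOC1, RVE1 and RVE2, gave a half-life and a transcription rate. Of the 64 plastid-encoded probe sets, 14 did, and of 11 histone genes, 6. No rates were obtained for the 5 genes of light harvesting and carbon fixation (of 30 on the list) and the 3 cold-responsive genes (of 27) that had a named and kept probe set. A rate requires the scaled pre-existing signal to lie below the time 0 signal in each replicate at both temperatures. This held for 7267 probe sets in all 3 replicates at 17°C and for 8267 at 27°C, and for 6079 at both. It failed in every replicate for 1214 probe sets at 17°C and for 1421 at 27°C. Transcripts that accumulated during labeling were mostly lost: of 1460 probe sets whose total signal rose at 27°C, 60 have rates, against 1679 of 1880 that fell. At 17°C, 9 of 753 that rose and 836 of 849 that fell have rates. The counts that rose and fell were 971 and 1248 at 27°C without 27°C replicate 1 and 866 and 1111 without replicate 3, and at 17°C 420 and 334 without 17°C replicate 1, 402 and 394 without replicate 2 and 371 and 329 without replicate 3. The median total signal was 432 for probe sets with rates and 575 for the 6918 without. AT1G54050, whose signal rose by 4.87 on the log2 scale during the hour at 27°C (adjusted p = 1.6e-07, limma), is one of those with no rate.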

Combining this information with the change (if any) in steady state levels of each transcript over time, from 12,997 genes called present by MAS5 we could calculate transcription and mRNA decay rates for 7,291 genes expressed in whole seedlings at both temperatures [8] (Materials and methods): dropouts included genes with highly variable expression (often low expressed) at one or both temperatures, or genes with long half lives for which our labeling period was too short to resolve. However, short labeling times are desirable in plants where transcriptional regulation can be highly temporally dynamic even in constant conditions.

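Transcripts of the mRNA decay genes LSM1A and DCP2 were made at 120 ± 25.8 and 33.6 ± 9.43 microarray units per hour at 17°C (SD, n = 3). At 27°C the same genes reached 423 ± 104 and 83.8 ± 20.4. Across the 6079 probe sets with rates, the middle 90% ran from 10.8 to 233 units per hour at 17°C, a 21.6-fold range, and from 35.1 to 754 at 27°C, a 21.5-fold range. The quartiles were 23.7 and 77.2 at 17°C and 79.9 and 262 at 27°C. On the linear scale the rates were strongly skewed to high values, with a skewness of 6.37 at 17°C and 6.03 at 27°C. After log2 transformation the skewness was 0.48 and 0.34, closer to the 0 of a symmetric distribution. The fastest 1% of probe sets (61) held 12.8% of the summed rate at 17°C and 11.9% at 27°C.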

Plant transcription rates showed a log normal distribution at both temperatures (Figure 2A; Additional file 2). The wide range of measured rates is good evidence that 4SU incorporation into mRNA depended on variable transcription rates, rather than a single rate of uptake. 

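Histone transcripts were made at a median of 122 ± 8.85 microarray units per hour at 17°C and 461 ± 26.7 at 27°C (mean and SD of the medians of 3 replicates, 6 genes). Among them, the histone gene AT2G30620 had the highest rate at both temperatures, 340 ± 37.2 and 1111 ± 136 units per hour. Transcripts encoded in the plastid were made at 229 ± 35.7 and 502 ± 178 units per hour (14 probe sets), with atpE at 1465 ± 305 and 3957 ± 257. The 6 probe sets annotated as ribosomal proteins in Table S1, among them the plastid genes rpl33 and rps18, gave 155 ± 12.7 and 259 ± 66.3 units per hour. Over all probe sets the replicate medians averaged 41.5 ± 0.521 at 17°C and 145 ± 4.15 at 27°C. Signal units of different probe sets are not on a common scale, so these levels order signals and not numbers of transcripts. The medians of the groups fell at percentiles 86.9 and 89.0 of all rates for histones, 94.3 and 88.5 for plastid transcripts, and 90.3 and 74.5 for ribosomal proteins, at 17°C and 27°C. Few members have rates, and 12 of the 18 kept ribosomal protein probe sets have none.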

Gene Ontology (GO) categories, including protein synthesis, metabolism, histones and transport, showed consistently high transcription rates compared to the whole genome, suggesting that genes with house-keeping functions have high transcription rates (Figure 2B,C). 

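Rates were obtained for only 2 genes of the cell cycle list, E2F1 and CYCD3;2. E2F1, a transcription factor of S phase entry, was transcribed at 18.9 ± 0.910 microarray units per hour at 17°C and at 62.4 ± 1.47 at 27°C (SD, n = 3). The D-type cyclin gene CYCD3;2 was transcribed at 168 ± 14.4 units per hour at 17°C and at 476 ± 45.5 at 27°C. Signals of different probe sets are not on a common scale, and no level for the group can be drawn from a pair of genes.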

Categories with low rates included cell cycle gene expression, which presumably reflects the relative lack of cell division in mature plant tissues. 

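Transcription was faster at 27°C for 5954 of 6079 probe sets and slower for 5 (limma on log2 rates, Benjamini-Hochberg adjusted at 5%). The count of slower ones was 2 without 17°C replicate 2, 3 without 17°C replicate 3, 12 without 27°C replicate 2 and 9 without 27°C replicate 3. The 5 slower ones were PGIP1, AT3G20270, AT3G23550, AT3G07010 and a probe set with no gene name. PGIP1, a polygalacturonase inhibitor gene, fell from 99.2 ± 7.79 to 63.1 ± 15.7 units per hour (adjusted p = 0.0074). AT3G23550 fell from 401 ± 150 to 164 ± 75.7 (adjusted p = 0.0026). In the opposite direction, the clock gene CDF1 rose from 63.4 ± 3.60 to 266 ± 25.9 (adjusted p = 1.3e-06). The median rate of the single replicates was 41.2 to 42.1 units per hour at 17°C and 141 to 149 at 27°C, with no overlap. All replicates of a temperature were scaled with the same Cn, so this spread leaves out the error of that factor.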

The distribution of transcription rates shifted with temperature, showing that temperature has a major affect on absolute transcription rates in plants (Figure 2A).

**Figure 2:**
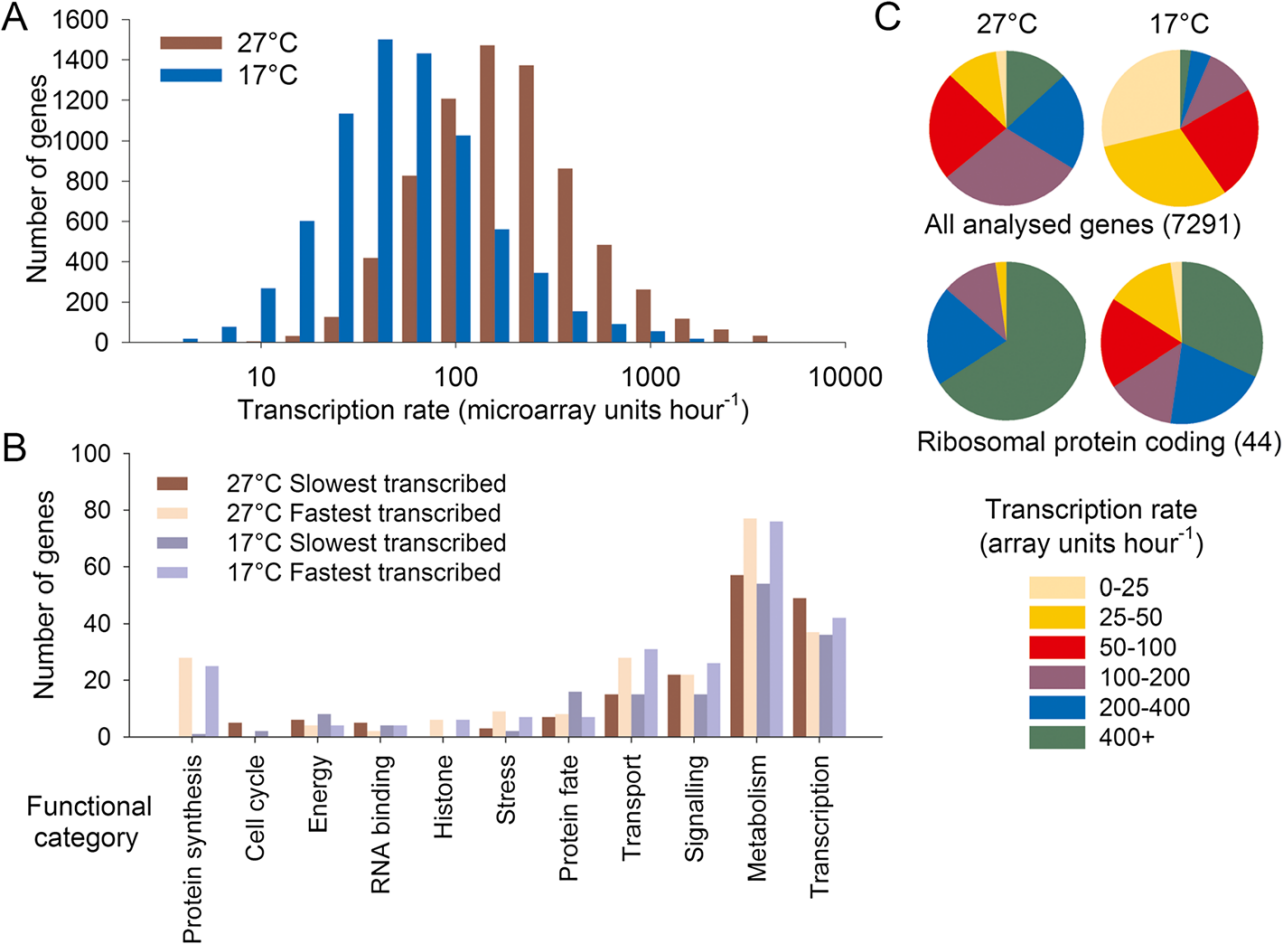
**Genome-wide distribution of transcription rates at 27°C and 17°C. (A)** Histogram to show the distribution of transcription rates, in microarray units per hour, for 7,291 genes for which half-lives and transcription rates could be calculated. **(B)** Functional categories based on Gene Ontology terms of the 5% of genes with fastest and slowest transcription rates, at both temperatures. **(C)** Pie charts to show the distribution of transcription rates for all genes analyzed, at 17°C and 27°C compared to those encoding ribosomal proteins. Data points are calculated from the mean values for each locus from three biological replicate experiments.

The calculated half-lives show wide variation between different individual genes (Figure 3A,C; Additional file 2). 

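The shortest half-lives at 27°C among genes with a single locus and an SD below 0.5 times the mean belonged to AT5G53750 with 0.227 ± 0.0231 hours, AT1G49200 with 0.230 ± 0.0344 and the cell wall gene XTH15 with 0.233 ± 0.0233 (n = 3). They were followed by the transcription factor gene BZIP61 with 0.266 ± 0.0409 hours and AT1G44830 with 0.282 ± 0.0178. The longest in the same set of 2212 probe sets were those of AT4G26310 with 8.41 ± 3.86 hours, AT4G22000 with 8.09 ± 3.01, the RNA-binding protein gene RBP45B with 7.58 ± 3.69, AT2G27330 with 6.90 ± 1.60 and AT5G44320 with 6.03 ± 2.63. The total signal of all 5 short-lived transcripts fell during labeling at both temperatures, for XTH15 by 2.23 on the log2 scale at 17°C and by 4.16 at 27°C (adjusted p = 9.5e-05 and 2.9e-07, limma). For all 6079 probe sets the middle 90% of half-lives ran from 1.40 to 21.0 hours at 17°C, a 15.0-fold range, and from 0.505 to 6.30 hours at 27°C, a 12.5-fold range. The quartiles were 2.29 and 6.18 hours at 17°C and 0.774 and 1.89 hours at 27°C. Half-lives above 24 hours were obtained for 245 probe sets at 17°C and 69 at 27°C, where the pre-existing signal had barely moved.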

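For plastid-encoded transcripts as a group, no shortening of half-lives with warmth was detectable over the 14 of 64 probe sets with rates. Their replicate medians averaged 2.20 ± 0.511 hours at 17°C and 1.88 ± 0.461 at 27°C, at percentiles 22.8 and 74.0 of all half-lives, while the half-life of atpE alone went from 42.9 ± 38.7 to 4.69 ± 2.83 hours (adjusted p = 0.039, limma). Transcripts annotated as ribosomal proteins lay at 2.33 ± 0.471 and 2.18 ± 0.50 hours (6 probe sets, percentiles 24.6 and 83.4). Among them rpl33, rps18 and ATCG00770 are plastid genes, and rpl33 and rps18 are counted in both groups. The groups are thus not independent, and the value does not stand for ribosomal proteins in general. For both groups the difference between temperatures was within the spread of the replicates. Across all probe sets with rates the replicate medians averaged 3.06 ± 0.136 hours at 17°C and 1.03 ± 0.0251 at 27°C. The mean over probe sets was 8.36 ± 0.205 hours at 17°C and 2.69 ± 0.22 at 27°C (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Without 17°C replicate 2 the mean at 17°C was 17.8 hours, and without 27°C replicate 2 that at 27°C was 10.6 hours. A few very long values carry these means: the longest 1% (61 probe sets) made up 31.7% of the summed half-life at 17°C and 32.4% at 27°C, and without them the means were 5.77 and 1.83 hours.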

At 27°C the mean half life for the genes analyzed is 1.87 hours and this increases to 4.96 hours at 17°C. GO term-based analysis showed that gene categories enriched in genes with slow decay rates encode proteins with housekeeping functions, including basic metabolism and protein synthesis (Figure 3B,D), in agreement with previous analyses [14,15]. Genes with fast decay rates include those involved in signaling, particularly transcription factors, with 50% showing half-lives under 1 hour at 27°C and under 3 hours at 17°C (Figure 3e). 

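Transcripts of the circadian clock were among the shortest-lived, with replicate medians averaging 1.39 ± 0.206 hours at 17°C and 0.485 ± 0.0527 hours at 27°C (7 genes). RVE2, a Myb-related clock gene, decayed with half-lives of 0.504 ± 0.0453 and 0.285 ± 0.0549 hours, and TOC1, a core clock gene, with 1.59 ± 0.188 and 0.528 ± 0.13 hours. Of the 7, only AT5G52660 exceeded 1 hour at 27°C, by a margin far below its error (1.01 ± 0.203 hours). The 113 probe sets annotated as transcription factors in Table S1 gave 2.45 ± 0.234 hours at 17°C and 0.758 ± 0.0449 at 27°C, both below the medians of all probe sets by more than the spread of the replicates. At 27°C, 69.0% of them (78) had a mean half-life under 1 hour, against 43.6% (2651) of all 6079 probe sets. At 17°C, 58.4% (66) lay under 3 hours, against 41.1% (2500). With the end level as starting level these shares of transcription factors were 30.9% and 24.5% (94 probe sets). For that setting no share over all probe sets was computed. A smaller set of 17 transcription factors recognized by gene symbol gave 2.74 ± 0.652 and 0.880 ± 0.0490 hours. Histone transcripts reached 0.480 ± 0.0335 hours at 27°C, where all 6 lay under 1 hour, but their value at 17°C, 5.12 ± 4.38 hours, is not settled by 3 replicates. Table S1 lists genes for which rates exist, and only its first 1999 of 7291 rows were held.

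**Figure D1:**
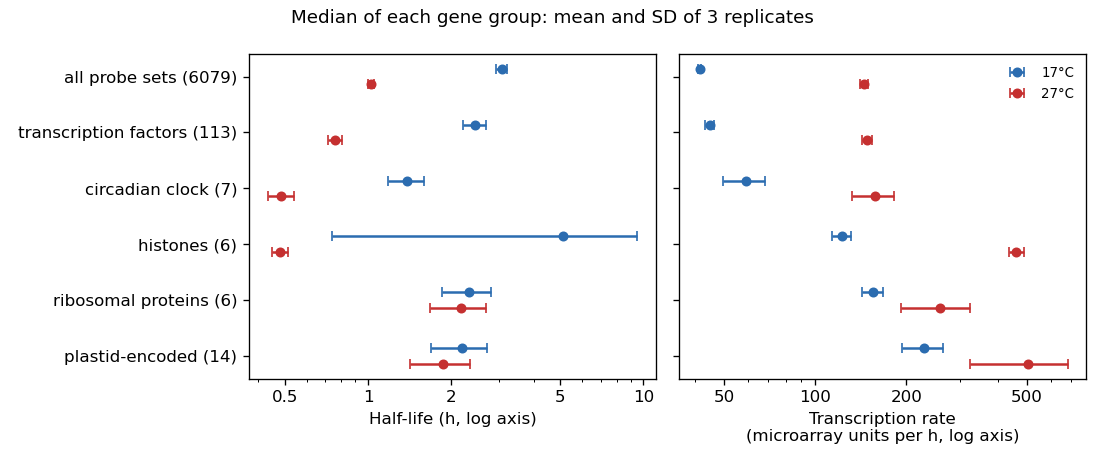
Half-life in hours (left) and transcription rate in microarray units per hour (right), both on log axes, for 6 gene groups at 17°C (blue) and 27°C (red), with the number of probe sets in parentheses. Points are the mean of the medians of 3 replicates and bars the SD. The clock genes sit at 1.39 and 0.485 hours, left of all probe sets at 3.06 and 1.03 hours. The ribosomal protein and plastid groups share rpl33 and rps18, and the plastid gene ATCG00770 is in the ribosomal protein group only.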

Our transcription and decay rate data could be confirmed by RT-PCR using longer labeling time series, showing that rate determination by microarray produces reliable data that can be independently corroborated, despite only measuring values at two time-points (Figure S4 in Additional file 1).

**Figure 3:**
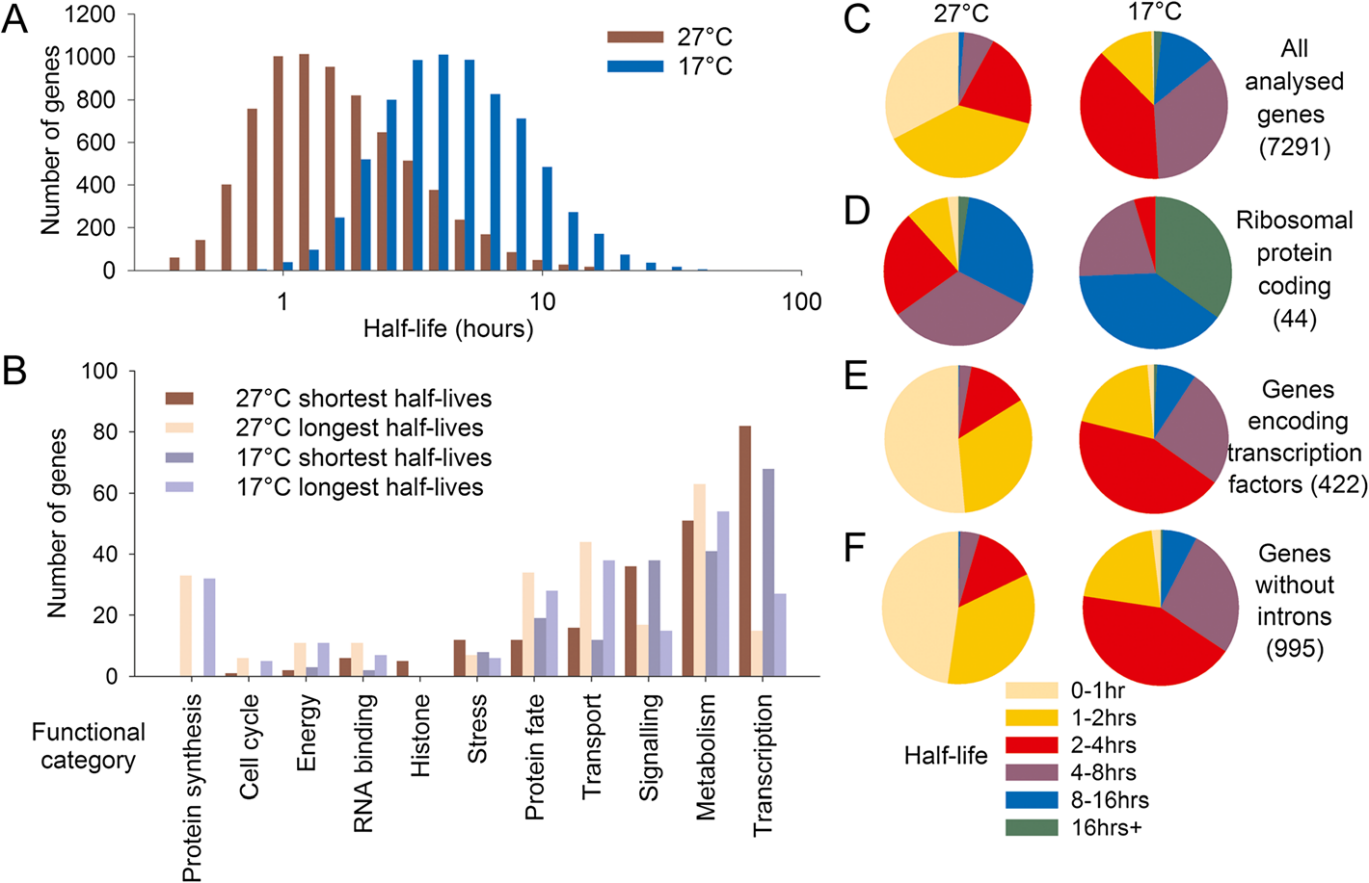
**Genome-wide distribution of mRNA decay rates at 27°C and 17°C. (A)** Histogram to show the distribution of half-lives for 7,291 genes for which half-lives and transcription rates could be calculated. **(B)** Functional categories, based on GO terms, of the 5% of genes with fastest and slowest decay rates (shortest and longest half-lives), at both temperatures. **(C)** Pie charts to show the distribution of half-lives for all 7,291 genes, at 17°C and 27°C. **(D)** Pie charts to show the distributions of half-lives for genes encoding ribosomal proteins. **(E)** Pie charts to show the distributions of half-lives for genes annotated as encoding transcription factors. **(F)** Pie charts to show the distributions of half-lives for intron-less genes, at both temperatures. Data points are calculated from the mean values for each locus from three biological replicate determinations.

We found no correlation between decay or synthesis rates and mRNA length, UTR length, uracil content, or GC content (Figure S5 in Additional file 1). This is confirmation that the labeling is sufficient and not biasing recovery of newly synthesized RNAs towards those with higher uracil content. However, we found that genes without introns have shorter half-lives (Figure 3F), corroborating similar evidence from a study using transcriptional inhibitors [15]. No relationship between rates of decay and transcription was observed and fold-change in transcript level during labeling correlated with decay rate but not with transcription rate (Figure S5 in Additional file 1).

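Across the 6079 probe sets, half-life and transcription rate were nearly unrelated, with Spearman's rho of -0.04 at 17°C and -0.08 at 27°C. The change in total signal during labeling followed the half-life, with a rho of 0.70 at 17°C and 0.73 at 27°C. Its relation to the transcription rate was weak, with a rho of 0.12 at 17°C and 0.02 at 27°C. These are correlations across genes, which are not independent replicates, and 9 such relations were computed. Pearson's r on log values was -0.03 and -0.05 for half-life and rate, 0.62 and 0.64 for change and half-life, and 0.09 and 0.02 for change and rate. The time 0 signal enters both the change and the half-life, so noise in it moves both together. The pre-existing RNA was split from the same RNA as the total at the end, so noise of that sample can do the same. When the change came from one replicate and the half-life from another, the mean rho was 0.41 at 17°C (0.31 to 0.56) and 0.51 at 27°C (0.38 to 0.60). For change and rate the corresponding means were 0.10 and 0.02. With the end level in place of time 0 in the half-life, rho of change and half-life was -0.10 at 17°C and -0.061 at 27°C. Noise in the end signal then moves the change and the half-life in opposite directions. When the pre-existing share of the total was shuffled over probe sets and multiplied by the change, the mean rho over 20 shuffles was 0.63 at 17°C and 0.68 at 27°C. A half-life made in this way contains the change, so a positive rho was built in.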

A key question is whether changes in transcript abundance with changes in ambient temperature are related to passive temperature affects or represent the result of an active temperature signaling process. Average decay and transcription rates are both faster at 27°C than at 17°C. At 27°C the mean transcription rate for all genes analyzed is 236.1 microarray units per hour; at 17°C it is 73.0. Likewise, the mean half-life at 27°C is 1.87 hours and at 17°C it is 4.96 hours: this demonstrates that both rates are over three times faster at 27°C compared to 17°C (Figures 2A, 3A and 4). Thus, there is no general mechanism in plants that buffers mRNA abundance against temperature changes, and increasing temperature therefore increases mRNA turnover by affecting both synthesis and decay rates. 

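Averaged over all probe sets with rates, transcription ran at 245 ± 5.73 microarray units per hour at 27°C and at 74.8 ± 1.20 at 17°C (SD, n = 3). The single replicates gave 238, 247 and 249 at 27°C and 73.5, 75.0 and 75.9 at 17°C (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The fastest 1% of probe sets moved these means little, to 218 and 65.9 when left out. All replicates of a temperature were scaled with the same Cn, so their spread leaves out the error of that factor. With 1 regression line per replicate the mean rates were 179 at 27°C and 55.4 at 17°C. Mean half-lives of the single replicates were 2.45, 2.73 and 2.87 hours at 27°C and 8.13, 8.47 and 8.49 hours at 17°C.

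**Figure D2:**
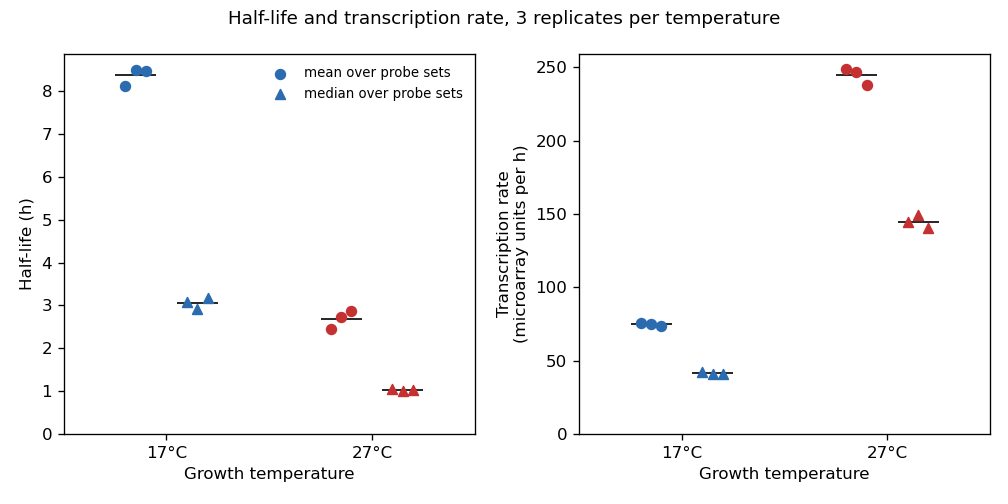
Half-life in hours (left) and transcription rate in microarray units per hour (right) by growth temperature. Circles are means and triangles medians over 6079 probe sets in each of 3 replicates, and black lines are their averages; mean rates run from 73.5 to 75.9 at 17°C and from 238 to 249 at 27°C.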

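Decay was faster at 27°C for 3911 of the 6079 probe sets and slower for 3 (limma on log2 decay constants, Benjamini-Hochberg adjusted at 5%). Without 27°C replicate 3, 2141 were faster and 7 slower; the count of slower ones was 0 without 17°C replicate 2, 10 without 27°C replicate 1 and 9 without 27°C replicate 2. None of the 3 slower ones has a single gene name. TOC1, HTA7 and LSM1A are among the genes whose decay was faster, each with an adjusted p of 0.0063 to 0.0083. HTA7, a histone H2A gene, went from a half-life of 3.12 ± 0.530 hours at 17°C to 0.482 ± 0.0176 at 27°C. Plastid rbcL changed little, from 1.02 ± 0.228 to 0.776 ± 0.219 hours (adjusted p = 0.33).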

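AT1G19430, a gene with primers in Table S2, had a Q10 of 3.01 for transcription and 3.45 for decay. Its transcription rate rose from 65.9 ± 17.4 microarray units per hour at 17°C to 199 ± 52.4 at 27°C (adjusted p = 8.1e-05, limma), and its half-life went from 3.51 ± 1.87 to 1.02 ± 0.261 hours (n = 3). LSM1B, a gene of the mRNA decay machinery, had 2.53 for transcription and 4.56 for decay. In these ratios the mean of 3 replicates at one temperature is divided by the mean at the other, a procedure that needs no pairing of replicates. Replicate error weighs on them unequally: it made up 23.1% of the variance of log2 Q10 across probe sets for transcription and 61.8% for decay. The ranking of genes by transcription Q10 had a Spearman's rho of 0.43 to 0.56 between separate pairs of replicates, and that by decay Q10 a rho of 0.13 to 0.34, across genes.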

We calculated the temperature coefficients (Q_10_) for all 7,292 genes for both transcription and decay rates (Figure 4A, B). These were found to follow a log-normal distribution, indicating that the mean Q_10_ is influenced by some genes with particularly large Q_10_. 

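The Q10 of decay had a long upper tail over the 6079 probe sets, with a skewness of 28.5 on the linear scale and 0.16 after log2 transformation. For transcription the skewness was 1.92 on the linear scale and -0.44 on the log2 scale. The top 1% of probe sets (61) held 24.0% of the summed decay Q10, and without them its mean fell to 4.09. For transcription the top 1% held 2.54%, and the mean without them was 3.51. Histones show what stretches the decay tail: HTB2 reached a decay Q10 of 114 and RAT5 one of 40.3. Their half-lives at 17°C, 54.6 ± 86.9 and 15.3 ± 23.6 hours, rest on single replicates with almost no loss of pre-existing RNA, while at 27°C they were 0.479 ± 0.0530 and 0.381 ± 0.0782 hours.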

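COBL2, a gene of the COBRA family, had the highest Q10 of transcription among those that differed from the median, 23.8, with a rate of 16.6 ± 3.56 microarray units per hour at 17°C and 395 ± 13.0 at 27°C (n = 3). The next were AT5G58570 with 12.5, AT1G02470 with 11.9, AT4G27900 with 11.3 and AT1G02300 with 10.9. At the other end were AT3G23550 with 0.410, PGIP1 with 0.636, AT3G07010 with 0.689, 3xHMG-box1 with 0.703 and AT3G20270 with 0.736. Against the median, 354 of 6079 probe sets had a higher and 527 a lower coefficient (limma on log2 rates centered on each sample's median, adjusted at 5%). These counts fell to 137 and 258 without 17°C replicate 2, 200 and 321 without 17°C replicate 3 and 168 and 306 without 27°C replicate 3, and the higher ones to 227 without 27°C replicate 1. Among the gene lists, plastid-encoded transcripts had a median of 2.51, with rpl33, rpl14 and rbcL lower than the typical coefficient by the test and 5 lower when adjusted over the list alone (camera, adjusted p = 1.8e-11, 14 probe sets; adjusted p = 0.234 with an estimated correlation). The 4 early auxin response genes had a median of 2.31, with ATAUX2-11 lower and 2 lower when adjusted over the list alone (adjusted p = 0.0136; adjusted p = 0.304 with an estimated correlation). Among the 7 clock genes RVE1 was lower, with 1.39 (adjusted p of the list = 0.0565). BZIP17 and AT1G30260 were higher, and BZIP61, WRKY22 and AGL65 lower, among 17 transcription factors by symbol, while in the PIF4 pathway XTH15 was higher with 6.41 and ST2A lower with 1.79. The members named for single lists were chosen after their values were seen. The middle 90% of all coefficients ran from 1.89 to 5.57, and the medians of 3 replicate pairs were 3.36, 3.43 and 3.54.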

The mean Q_10_ at 17°C for synthesis rates for all genes analyzed is 3.57 and the median 3.40. For decay rates the mean Q_10_ at 17°C is 3.29 and the median 2.80. Both means are higher than the Q_10_ of two- to three-fold predicted by the Arrhenius equation for a passive increase in rates, suggesting the presence of active response processes, as well as passive changes.

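No single gene had a decay Q10 that differed from the median by the test (limma on log2 decay constants centered on each sample's median, adjusted at 5%), although 791 probe sets had an unadjusted p below 0.05. The mean was 5.33 and the median 2.99 over 6079 probe sets, with medians of 2.82, 2.87 and 2.98 in the 3 replicate pairs; without 17°C replicate 2 the mean was 12.3. The middle 90% ran from 0.891 to 12.6. Plastid-encoded transcripts had a median decay Q10 of 0.972 over 14 probe sets, below that of other transcripts as a set (camera, adjusted p = 3.1e-10; adjusted p = 0.0392 with an estimated correlation). Over the alternatives it ran from 0.745 (11 probe sets, 1 regression per replicate) to 1.84 (22, rescaled fractions), each time below that of all probe sets. In the main settings rps2 had a decay Q10 of 0.235, psbK 0.376 and atpE 9.16, and 5 members were lower when adjusted over the list alone. The half-lives of rps2 and psbK at 27°C were uncertain, 10.4 ± 10.1 and 6.69 ± 8.33 hours. Clock genes had a median of 3.13 and mRNA decay genes one of 4.05. In data simulated with this replicate error, 36.7% of 4-fold and 0% of 2-fold shifts of single decay coefficients passed the test, so differences of that size between genes would mostly go undetected.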

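For transcription, 67.4% of the 6079 probe sets had a Q10 above 3 and 26.2% (1594) lay between 2 and 3. Between 2 and 3 there were 968 of 6495 without 17°C replicate 2, and 2222 without 27°C replicate 3. For decay, 49.8% lay above 3 and 26.6% between 2 and 3. ZTL, which encodes a clock-associated F-box protein, is one of the genes near the boundary, with 2.77 for transcription and 3.15 for decay. Nearly every probe set was above 1 for transcription (99.7%) and 93.8% were for decay. The standard error of a single log2 Q10 had a median of 0.19 for transcription and 0.44 for decay.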

**Figure 4:**
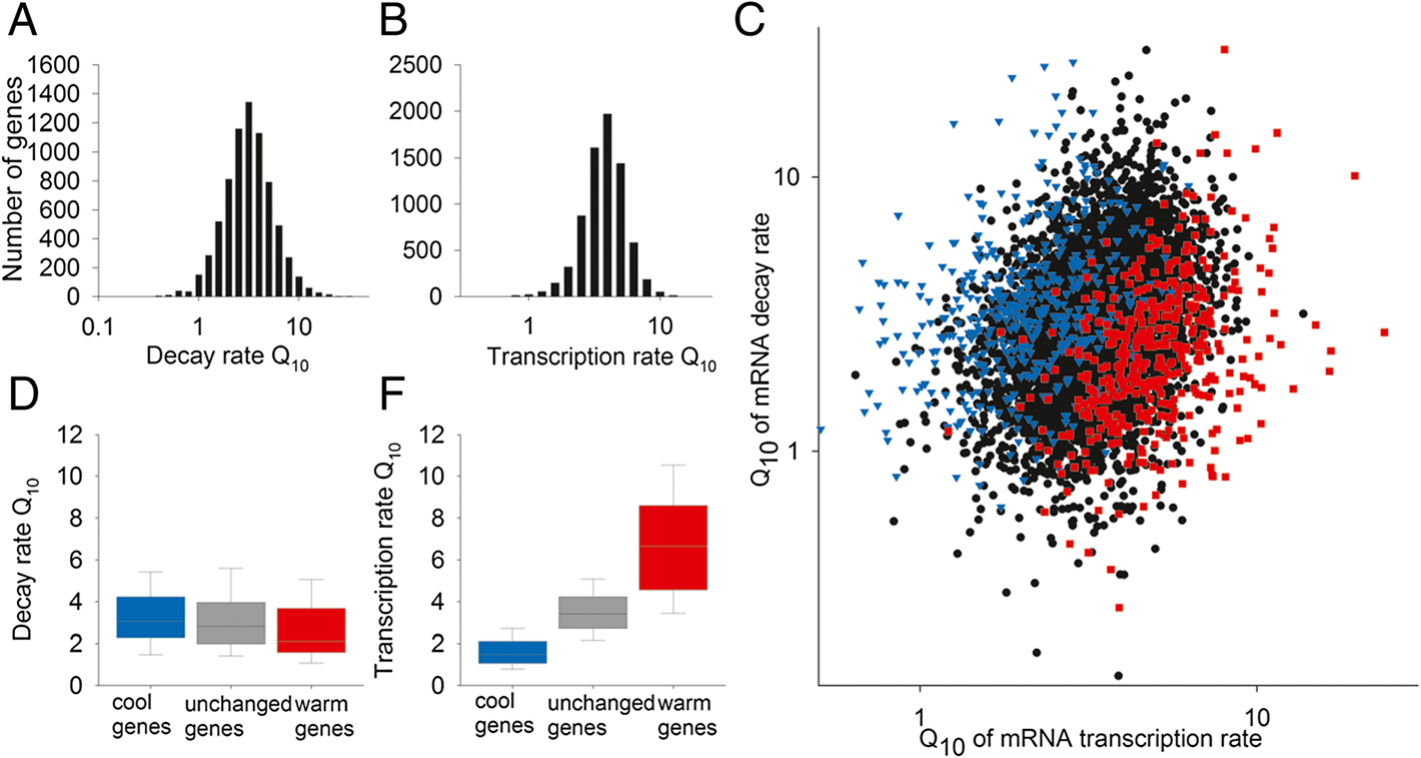
**Increasing temperature affects transcript abundance by active promotion of transcription rates. (A)** Histogram to show the Q_10_ of decay rates at 17°C for all 7,291 genes analyzed; the mean Q_10_ for decay rate is 3.29 and the median 2.81. **(B)** Histogram to show the Q_10_ of transcription rates at 17°C for all 7,291 genes analyzed; the mean Q_10_ for transcription rate is 3.57 and the median 3.40. A number greater than 1 indicates higher transcription/decay rates at 27°C than at 17°C. **(C)** Scatter plot showing the Q_10_ of transcription rate plotted against Q_10_ of decay rate for genes whose transcript abundances are at least 1.5-fold increased (red), 1.5 fold-decreased (blue) or unchanged (black) with increasing temperature. **(D)** Box plot to show the Q_10_ of decay rates for genes with transcript abundances that are higher, lower or unchanged at 27°C compared to 17°C. Boxes show the median and the 5th, 25th, 75th and 95th per percentiles for each group of Q_10_s. **(E)** Box plot to show the Q_10_ of transcription rates for genes with transcript abundances that are higher, lower or unchanged at 27°C compared to 17°C. Boxes show the median and the 5th, 25th, 75th and 95th per percentiles for each group of Q_10_s.

Because splicing has also previously been shown to play a role in the control of gene expression by temperature [16], we examined the affect of intron number on the distribution of synthesis and decay rate temperature coefficients (Figure S6 in Additional file 1). We found no evidence that intron presence or number could influence Q_10_ of either transcript synthesis or decay on a global scale, suggesting that temperature affects a limited number of Q_10_s in this way, or that temperature-regulated splicing does not frequently affect abundance of all detectable RNA species from a locus.

Ambient temperature has been shown to modify the transcript levels of approximately 2% of the *Arabidopsis* genome [2,6]. Increasing transcript levels at higher temperatures could be achieved by a faster transcription rate or a slower decay rate. Our dataset includes 417 genes whose transcript abundances are more than 1.5-fold and significantly higher at the higher temperature, and 458 genes with transcript abundances that are more than 1.5-fold and significantly lower at the higher temperature. These two sets of genes are clearly separated by Q_10_ for transcription rate, but not decay rate Q_10_s (Figure 4C). Therefore, a Q_10_ of transcription that diverges from the mean is associated with mRNA species that change in abundance with temperature. 

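AT1G54050 had the largest increase among named genes at the end of labeling, from a signal of 182 ± 35.6 at 17°C to 3484 ± 960 at 27°C (SD, n = 3), a log2 difference of 4.24 (standard error 0.31, adjusted p = 9.1e-07, limma). AT5G25450 rose by 3.98 (standard error 0.26) and AT2G29500, a small heat shock protein gene, by 3.53 (standard error 0.27, adjusted p = 1.4e-06). The arabinogalactan protein gene AGP4 had the largest decrease, from 2250 ± 222 to 221 ± 54.8, and fell by 3.37 (standard error 0.31, adjusted p = 7.5e-06). AT4G38020, a gene named by the paper, was higher at 27°C by 1.35 (standard error 0.13, adjusted p = 1.4e-05), from 119 ± 8.13 to 304 ± 23.9. AT3G23550, named there too, was lower at 27°C and fell by 2.75 (standard error 0.39, adjusted p = 2.3e-04). AT1G19430 differed by 0.03 (adjusted p = 0.90). Between the arrays compared at the end of labeling, temperature, time after dawn and length of labeling vary together. The differences given here and below can therefore not be assigned to growth temperature alone.

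Among the heat shock genes, HSFB2A and the co-chaperone gene Fes1A were also higher, by 1.00 and 0.81, so that 3 rose of the 5 genes with a named and kept probe set (40 on the list), and 3 when adjusted over the list alone (camera, adjusted p = 0.0144 for the list; adjusted p = 0.202 with an estimated correlation). The cold-responsive gene LTI30 fell by 2.24, from 2370 ± 369 to 502 ± 75.7, as the only one of 3 (adjusted p of the list = 0.0954). The clock gene TCP11 fell by 1.15, as one of 7, with 2 lower when adjusted over the list alone (adjusted p of the list = 0.156). PDC2, of the low-oxygen response, was higher by 0.99, and XRI1, of the DNA damage response, fell by 0.88. The transcription factor genes BZIP28 and BZIP17, of the endoplasmic reticulum stress response, were higher by 0.92 and 0.84, and AGL16 fell by 0.67, among 23 recognized by symbol. Of 64 plastid-encoded probe sets clpP alone was lower, falling by 1.12 (0 when adjusted over the list alone, adjusted p of the list = 0.266). BZIP28, BZIP17, AGL16 and clpP were chosen after their values were seen. No gene passed the test among 11 histone, 7 mRNA decay, 5 light harvesting, 4 early auxin response, 4 touch and jasmonate, 2 PIF4 pathway, 2 cell cycle, 2 root marker, 1 H2A.Z deposition and 1 flavonoid genes (limma, fold above 1.5), and SAM called none of them. At an unadjusted p below 0.05 there were 4 histone, 3 mRNA decay, 3 early auxin response, 1 touch and jasmonate and 1 root marker genes.

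Over all 12997 probe sets, 646 were higher and 760 lower at 27°C by more than 1.5-fold (limma, Benjamini-Hochberg adjusted at 1%). Time after dawn and length of labeling differ along with temperature in this contrast, and their effects are not separated in the counts. Without single replicates these counts were 407 and 471 (17°C replicate 1), 385 and 475 (17°C replicate 3), 383 and 503 (27°C replicate 1) and 372 and 485 (27°C replicate 3). Of those with rates, 249 were higher and 290 lower. The higher ones numbered 164 without 17°C replicate 3, 146 without 27°C replicate 1 and 158 without 27°C replicate 3, and the lower ones 170 without 17°C replicate 1, 161 without 17°C replicate 3 and 181 without 27°C replicate 3. None of the 10 largest increases has rates, since their pre-existing signal was not below time 0 in every replicate.

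**Figure D3:**
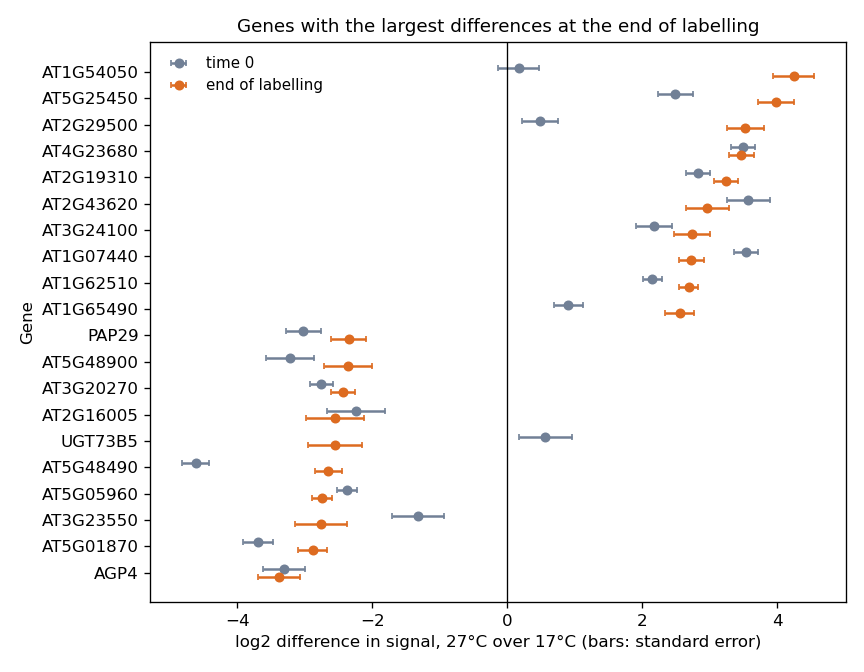
Log2 difference in signal, 27°C over 17°C, of the 10 genes with the largest increases and the 10 with the largest decreases at the end of labeling, at time 0 (gray) and at the end (orange). Points are means of 3 replicates against 3 and bars the standard error; AT1G54050 goes from 0.17 at time 0 to 4.24 at the end.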

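The 249 probe sets that were higher at 27°C had a median transcription Q10 of 5.11, and the 290 that were lower one of 2.05. Their median decay Q10s were 2.55 and 3.19. Both sets were picked by total RNA at the end of labeling, the RNA from which the fractions were split. Their Q10s are therefore not independent of the choice. COBL2, the gene with the steepest transcription coefficient, was higher by 2.46 on the log2 scale (standard error 0.12, adjusted p = 4.0e-08, limma, n = 3) and had a decay Q10 of 2.97, close to the median of all genes. PGIP1 fell by 2.20 (standard error 0.22, adjusted p = 1.3e-05) with a decay Q10 of 4.49. Across all 6079 probe sets the abundance ratio at the end of labeling was related to the transcription Q10 with a Spearman's rho of 0.56 and to the decay Q10 with one of -0.05. With the abundance ratio and the coefficients taken from different replicates, these were 0.36 and -0.01. Genes are not independent replicates, and both belong to the 9 relations computed.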

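AT1G02300 illustrates genes that were higher at 27°C although their transcripts decayed faster. Its signal was higher by 1.56 on the log2 scale (standard error 0.21, adjusted p = 1.6e-04, limma), its half-life fell from 2.48 ± 0.734 hours at 17°C to 0.530 ± 0.0185 at 27°C, and its decay Q10 of 4.68 stayed below its transcription Q10. In AT1G02470 the half-life fell from 5.86 ± 4.42 to 1.08 ± 0.102 hours (n = 3), with a decay Q10 of 5.43 and a signal higher by 2.32. Among the 249 probe sets higher at 27°C by more than 1.5-fold, 229 (92.0%) had a decay Q10 above 1, and 135 of them passed the test of single genes (limma, adjusted at 5%). The transcription Q10 exceeded the decay Q10 for 210 of them (84.3%). Among the 290 lower at 27°C, 274 (94.5%) had a decay Q10 above 1, with 199 past the test, and the transcription Q10 exceeded the decay Q10 for 70 (24.1%). Since the sets were picked by the abundance ratio, an excess of one Q10 over the other is partly set by that choice.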

Importantly, most transcripts that are more abundant at 27°C still show increases in decay rates with increasing temperature (Figure 4C), and increases in transcript abundance occur because transcription rate Q_10_s exceed decay rate Q_10_s.

We divided our dataset into three groups: genes whose levels rise at least two-fold with increasing temperature (warm genes (WGs)), genes whose levels stay roughly constant (unchanged genes (UGs)) and genes whose levels rise at least two-fold with decreasing temperatures (cool genes (CGs)). We then calculated the Q_10_ of transcription and decay for each group (Figure 4D, E). Transcription rate Q_10_s of the WGs are significantly and remarkably higher than those of the UGs, which in turn are higher than those of the CGs (Figure 4E). In contrast, only small changes in decay rate Q_10_s were noted between the three groups and these were dwarfed by those observed for transcription rates. Together, our data shows that large changes in transcription rate are important in determining transcript abundance changes with ambient temperature, and that, on average, this is achieved by overcoming smaller, predominantly passive changes in decay rate.

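Genes at least 2-fold higher at 27°C, the warm genes, had a median transcription Q10 of 6.57 over 79 probe sets, with 90% of them between 3.5 and 11.9. The 5212 unchanged probe sets had a median of 3.48. The 98 cool genes, at least 2-fold lower at 27°C, had a median of 1.44, with 90% between 0.731 and 2.79. All groups were picked by total RNA at the end of labeling, the RNA from which the fractions were split. The values and tests below are therefore not independent of the choice. Temperature, time after dawn and length of labeling vary together between the arrays used for it. COBL2 and AT5G58570 stand among the warm genes, and PGIP1 and 3xHMG-box1 among the cool genes. Within same-numbered replicates the group medians were 6.13, 6.36 and 6.47 for warm, 3.45, 3.56 and 3.38 for unchanged and 1.51, 1.49 and 1.42 for cool genes. To test them, the difference of group medians of log2 transcription rates was taken in each replicate and compared between the temperatures, a measure that need not equal the ratio of the median Q10s. For warm against unchanged genes it was 0.79 (standard error 0.056) and for unchanged against cool genes 1.25 (standard error 0.11), each with a 2-sided exact permutation p = 0.1, the smallest that 3 replicates against 3 allow. As sets against all other probe sets, warm genes had a higher coefficient (camera, adjusted p = 1.5e-08; adjusted p = 0.0078 with an estimated correlation) and cool genes a lower one (adjusted p = 6.3e-107; adjusted p = 3.0e-04 with an estimated correlation). Of the warm genes 50 lay above the median coefficient by the test of single genes and 1 below, and of the cool genes 73 lay below and 0 above (limma, adjusted at 5%).

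**Figure D4:**
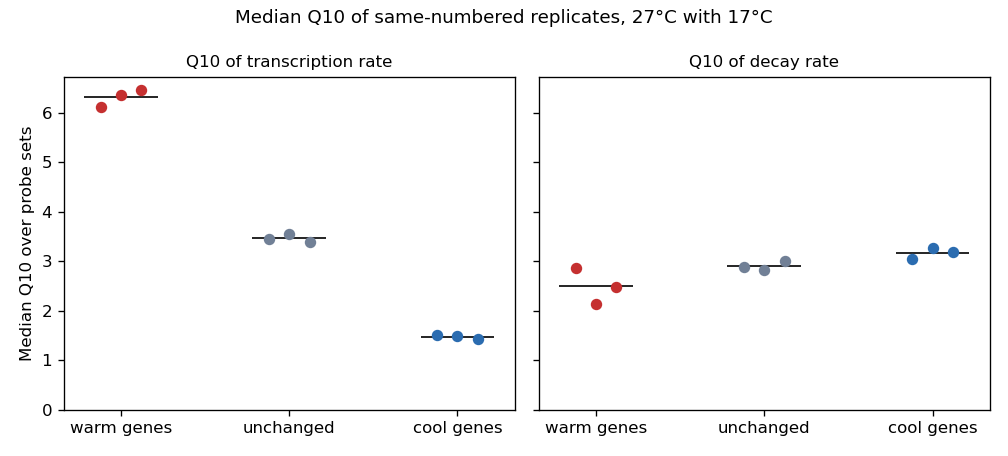
Median Q10 of transcription (left) and of decay (right) over 79 warm, 5212 unchanged and 98 cool probe sets. Each point is a same-numbered pair of replicates at 27°C and 17°C and black lines are means of 3; the transcription medians run from 6.13 to 6.47 in warm and from 1.42 to 1.51 in cool genes.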

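Median decay Q10s were 2.43 for the warm, 3.01 for the unchanged and 3.30 for the cool genes. The decay Q10 was above 1 in 74 of 79 warm genes (93.7%), 4904 of 5212 unchanged (94.1%) and 92 of 98 cool genes (93.9%), and past the test of single genes in 45, 3392 and 71 of them (limma, adjusted at 5%). The replicate pairs gave 2.87, 2.14 and 2.48 for warm, 2.89, 2.83 and 3.00 for unchanged and 3.04, 3.26 and 3.18 for cool genes. Group medians of log2 decay constants were compared between temperatures in the same way as those of rates. By this measure the warm genes lay below the unchanged, with a difference of -0.20 (standard error 0.11, exact permutation p = 0.1), and the unchanged below the cool, with -0.02 (standard error 0.067, exact permutation p = 0.7). Warm and cool genes differed by -0.22 (standard error 0.17, exact permutation p = 0.4, all 2-sided). Neither group stood apart from the other probe sets by decay (camera, adjusted p = 0.112 for warm and 0.345 for cool, and 0.257 for each with an estimated correlation). The order of the groups depends on the time at which they are formed: the median log2 decay Q10 of warm genes minus that of cool genes was -0.44 with groups from the end of labeling (-0.26 without 17°C replicate 1 or without 17°C replicate 2) and 1.77 with groups from time 0.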

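The warm gene AT4G27900 had half-lives of 3.78 ± 1.65 hours at 17°C and 0.792 ± 0.158 at 27°C, while its transcription went from 32.3 ± 3.64 to 365 ± 63.4 microarray units per hour (n = 3). The cool gene 3xHMG-box1 went from 3.24 ± 1.07 to 2.30 ± 1.43 hours and from 16.3 ± 3.95 to 11.4 ± 5.97 units per hour. Transcription Q10 exceeded decay Q10 in 70 of 79 warm genes (88.6%), in 14 of 98 cool genes (14.3%) and in 59.6% of the unchanged ones. Since the groups were picked by the abundance ratio, these shares are partly set by that choice. The transcription and decay Q10s of a probe set were themselves related, with a Spearman's rho of 0.25 across genes, which fell to 0.07 when the coefficients came from different replicates. From the separation of the groups by transcription Q10 and their similar decay Q10s, the paper concludes that large changes in transcription rate are important for how transcript levels differ with ambient temperature. It reasons that on average these outweigh smaller and mostly passive changes in decay, and it states that a transcription Q10 away from the mean goes with transcripts that respond to temperature. The similar decay Q10s found here hold for groups from the end of labeling. With groups from time 0, whose signal enters the half-life, warm minus cool log2 Q10 was 1.63 for transcription and 1.77 for decay. With groups called at both times it was 2.43 and 0.50.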

Because we can clearly show that regulation of transcription but not decay rates is central to the ambient temperature regulation of gene expression, we explored the possibility that key transcription factors or epigenetic states play a role in this process. For instance, previously it has been suggested that ARP6 and the SWR1 complex control ambient temperature responses by functioning in the replacement of histone H2A with H2A.Z at lower temperatures [2]. The relationship between other epigenetic states and temperature responsiveness has not been clearly addressed. In addition, signaling pathways controlled by temperature-regulated transcription factors have been shown to play a role in temperature signaling, including heat shock factors, basic helix-loop-helix (bHLH) transcription factors, FLOWERING LOCUS C (FLC), ABA response element (ABRE)-binding factors, and circadian clock genes [1,4,17-19]. Because our data showed that control of transcription rate is important in RNA abundance responses to ambient temperature, we measured the frequency of each feature in gene groups with Q_10_s ranging from <1 to <8, based on published *Arabidopsis* seedling chromatin immunoprecipitation data at 22°C [20,21], or the presence of an implicated transcription factor binding site up to 1 kb upstream of the transcription start site using The Arabidopsis Information Resource (TAIR) 10 annotation (Figure 5A).

**Figure 5:**
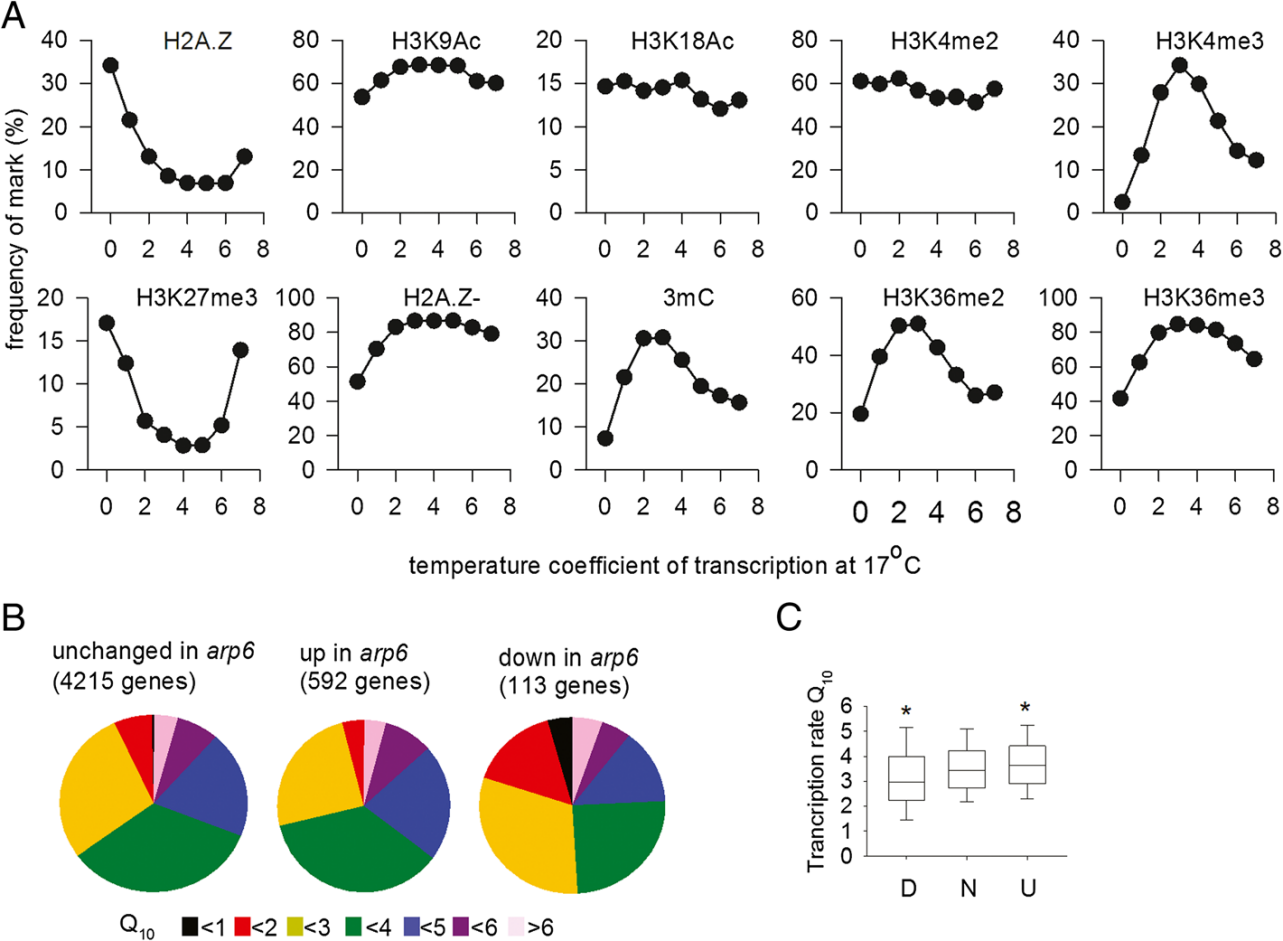
**Epigenetic control of transcription rate Q**_**10 **_**in *Arabidopsis*. (A)** The frequency distribution of chromatin marks among genes with differing temperature coefficients of transcription. Data (from Coleman-Derr *et al*. [20] and Luo *et al*. [21]) show the percentage of genes in each Q_10_ category with each epigenetic character. Numbers of genes in each Q_10_ group are 0 < Q_10_ < 1, 41; 1 < Q_10_ < 2, 527; 2 < Q_10_ < 3, 2,039; 3 < Q_10_ < 4, 2,447; 4 < Q_10_ < 5, 1,389; 5 < Q_10_ < 6, 526; 6 < Q_10_ < 7, 174; 7 < Q_10_ < 8, 82. **(B)** Pie charts showing the distribution of Q_10_s of transcription rates for genes increased, decreased or unchanged in *arp6* loss of function lines, using data from Kumar and Wigge [2]. **(C)** Box plot to show median, 50% of data and 95% of data distributions for transcription rate Q_10_s for ARP6 down-regulated genes (D), up-regulated genes (U) and genes with ARP6-independent expression (N). Asterisks show that the transcription rate Q_10_s for genes with increased or decreased abundance in *arp6* are significantly different from the genes with ARP6-independent expression (*P* = 0.0003 for genes decreased in *arp6* and for increased *P* = 0.0001).

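In the groups by transcription Q10, the lowest, below 1, holds 20 probe sets, AT3G23550, PGIP1 and AT3G20270 among them. The intervals from 1 to 8 hold 367, 1594, 2287, 1210, 392, 126 and 49 probe sets in steps of 1, and 34, COBL2 included, lie above 8. Single replicates move these counts. Without 17°C replicate 2, 9 lay below 1, and the intervals held 225, 968, 2088, 1876, 811, 311 and 110. Without 27°C replicate 3, 35 lay below 1, and the intervals held 608, 2222, 2228, 805, 203, 83 and 18. By decay Q10 the same steps hold 378, 1057, 1614, 1120, 631, 367, 212 and 143 probe sets, with 557 above 8.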

This analysis revealed some striking findings (Figure 5A). High levels of gene body H2A.Z [20] were more frequent in genes with Q_10_s lower than 2, with frequency rising from 8% of genes with average Q_10_s to 35% of genes with Q_10_s lower than 1. This supports previous data suggesting that H2A.Z has a role in ambient temperature-regulation of transcription [2], but suggests that gene body H2A.Z rather than presence at the transcription start site is important for differential expression in response to temperature changes. In contrast, genes that are depleted in gene body H2A.Z showed little bias in Q_10_. Analysis of the Q_10_ of genes whose expression is altered in *arp6* mutants at 12°C [2] found that genes with higher than average transcription rate Q_10_s were unaffected in abundance in *arp6* mutants at 12°C, whereas genes with Q_10_s below the mean were lower in abundance in *arp6* mutants compared to the wild type. This further supports the hypothesis that between 12°C and 27°C H2A.Z/ARP6 activity is associated with low transcription rate Q_10_. For other marks, H3K27me3 was frequently associated with genes with both high and low Q_10_s and was depleted in the gene bodies of passively regulated genes. In contrast, other more common marks, including DNA methylation, H3K4me3, H3K36me3 and H3k36me2, were preferentially present in genes with average Q_10_s. Given that the majority of genes have near-average Q_10_s, the high frequency of these states combined with common properties determines the mean temperature response of transcription (see Discussion for details). Together our data show that H2A.Z and H3K27me3 play a role in the generation of more thermostable transcription rates (that is, with a low Q_10_), but that H3K27me3 repression is also more frequently associated with greater than average Q_10_s.

Of the transcription factor binding sites tested, clear associations between Q_10_ and the presence of FLC binding sites and heat shock elements (HSEs) could be detected (Figure 6). As expected, HSEs were more frequent in the promoters of genes with high transcription rate Q_10_s, showing that HSEs confer increased transcription in response to warmer temperatures, even throughout the ambient range. In contrast, FLC binding sites were depleted in genes with average Q_10_s and more frequent in the promoters of genes with Q_10_s below 2 or above 5. This supports an important role for FLC in configuring the ambient temperature response [17], and suggests that FLC can act as a repressor or activator of transcription in different circumstances. Morning elements (MEs), evening elements (EEs), and G-boxes (bound by PIF subfamily transcription factors) showed a similar trend in that their frequency was marginally higher in the promoters of genes with lower Q_10_s, but then increased in the highest Q_10_ category. Interestingly, ABREs were also present at higher frequency in the promoters of gene with the highest Q_10_s. Together this suggests that high transcription rate Q_10_s can be conferred by the combined action of multiple transcription factors.

**Figure 6:**
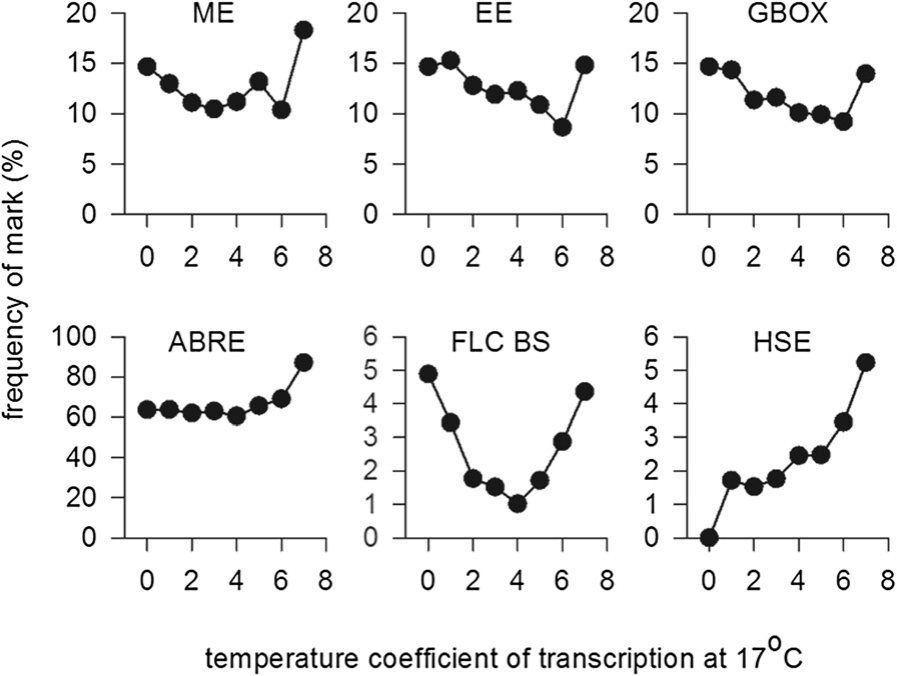
**Transcription factor binding site frequency in 1 kb region upstream of the ATG of all genes in dataset, classified by transcription rate Q**_**10**_**.** Numbers of genes in each Q_10_ group are: 0 < Q_10_ < 1, 41; 1 < Q_10_ < 2, 527; 2 < Q_10_ < 3, 2,039; 3 < Q_10_ < 4, 2,447; 4 < Q_10_ < 5, 1,389; 5 < Q_10_ < 6, 526; 6 < Q_10_ < 7, 174; 7 < Q_10_ < 8, 82. Circadian binding sites were determined using data from Covington *et al*. [19]; FLC binding site data are available from Deng *et al*. [22].

## Discussion

Measurements of Q_10_ of specific cellular processes are not common: usually these are limited to whole physiology, such as growth or gas exchange [23]. Here we show we can directly measure transcript synthesis and decay rates genome-wide in plants and use these data to calculate the temperature coefficients of synthesis and decay, which have means of 3.6 and 3.3, respectively, at 17°C (Figure 3). Large but balanced passive temperature effects on transcription and decay rate are observed for the majority of genes, and these ensure that mRNA abundance is constant at different growth temperatures. This will necessarily result in increased mRNA turnover at warmer temperatures, which will have a large energy cost to plant cells [24]. Importantly, differential control of transcript levels by ambient temperature is imparted predominantly by temperature-dependent transcriptional effects: these are presumably active processes because they produce changes in overall levels by failing to match passive effects on decay rate by virtue of high or low Q_10_s. Thus, a mRNA whose level increases at warmer temperatures does so because the transcription rate Q_10_ exceeds the passive increases in decay rate.

In order to generate an ambient temperature signal at a locus it is therefore necessary that the thermal response of this locus must deviate from the mean response (Figure 4); however, it follows that such a response must be relatively rare, otherwise it will itself define the mean. Previously it has been suggested that epigenetic effects play a role in the temperature control of transcription rates, with a global role ascribed to H2A.Z and a role for H3K27me3 specifically in the case of *FLC* regulation [2,25]. We found that the presence of less common repressive chromatin states, such as gene body H2A.Z at 22°C, is correlated with reduced transcription rate Q_10_ between 17°C and 27°C (Figure 5). In contrast, more common chromatin states, such as H3K4me3, H3k36me2/3 and cytosine methylation, are biased towards genes with average transcription rate Q_10_s. This is consistent with a view that the thermal responses of common states define the mean response, by virtue of their high frequency and similar properties. The opposite Q_10_ associations of DNA methlyation and H2A.Z is consistent with their known antagonistic roles [26].

Our data do not support a role for ARP6-dependent processes in generating a global transcriptional response to warm ambient temperatures, because genes with high transcription rate Q_10_s are expressed at normal levels in *arp6* mutants (Figure 5C). However, we found a clear association between high gene body H2A.Z at 22°C and low transcription rate Q_10_ between 17°C and 27°C and this relationship is corroborated by the observation that genes with low transcription rate Q_10_s are specifically mis-regulated in *arp6* mutants at 12°C. Because this association specifically involves genes down-regulated in *arp6* mutants at 12°C [2] (Figure 5C), gene body H2A.Z reduces Q_10_ by catalyzing transcription at cooler temperatures, relative to warmer temperatures. Our data are consistent with a model in which chromatin states have distinct activation energies of transcription, and that combining them in specific abundance ratios can produce an ambient temperature response, much like combining two metals into a bimetallic strip can be used to create a thermometer. Alternatively, a 10°C rise in temperature could cause a mass rearrangement of multiple chromatin marks that precipitates Q_10_ variation. In principle, either could be used to generate a biological thermometer, but evidence is required that this process is transduced by plants into a temperature signal, as has been proposed during flowering time control or seed development [3,7]. The chromatin state data used for our analysis were chosen because the analyses were carried out at 22°C, equidistant between 17°C and 27°C. If temperature affects the frequency or location of less common marks, then this may also add an additional layer of complexity.

H3K27me3 presence at 22°C is associated preferentially with extreme Q_10_s across this temperature range (Figure 5A). Further work is necessary to understand whether it has a general role in transducing temperature signals. In the case of *FLC*, H3K27me3 is known to be required to stabilize transcription states but may also have a role in signal transduction [25,27,28].

## Conclusions

Our work reveals that transcription and mRNA decay are subject to both passive and active rate changes by temperature in *A. thaliana*. Our analysis reveals an interaction between chromatin state and transcription rate Q_10_ such that chromatin marks bias transcription rate Q_10_ relative to the mean, in particular gene body H2A.Z, which reduces Q_10_, and H3K27me3, which is associated with extreme temperature responses. These interact with transcription factor activity to confer the observed ambient temperature response of the *Arabidopsis* transcriptome. Our approach shows that measurements of real rates have clear advantages over inferring rate changes from steady state levels, and will be useful for investigating dynamic plant responses to other signals.

## Materials and methods

### Plant growth and labeling

*Arabidopsis* plants, ecotype Columbia, were grown in cycles of 12 hours 80 μmol white light, 12 hours dark. Eleven-day-old seedlings were removed from MS (Murashige and Skoog, Melfords, Ipswich, Suffolk, UK) agar plates and allowed to acclimatize overnight to floating in liquid MS media. They were then labeled by adding 4SU (Carbosynth Compton, Berkshire, UK) to the liquid MS media 10 minutes after dawn. The concentrations added were different for different labeling times and temperatures and optimal concentrations for each set of conditions were determined experimentally using dot blots (see below for method) visualized using streptavidin-HRP (Genscript Piscataway, NJ, USA) to check the levels of 4SU in the RNA. Plant samples were removed from the liquid medium and flash frozen in liquid nitrogen.

### RNA extraction and separation

RNA was extracted from the plant samples using the RNeasy Plant (QIAGEN Germantown, MD, USA). The extracted labeled RNA was then biotinylated and separated on streptavidin columns as previously described [8]. The separated pre-existing RNA was tested by dotting onto Zeta probe membranes (Biorad Hercules, CA, USA) and detecting any remaining biotinylated RNA using streptavidin-HRP (Genscript), ECL plus reagents (GE Life Sciences, Little Chalfont, Buckinghamshire, UK) and a light detection system. RNA samples were checked for integrity using Agilent Bioanalyzer pico or nanochips, according to the manufacturer’s protocols.

### Microarray analysis

The RNA samples were labeled and hybridized to Affymetrix ATH1 chips using the manufacturer's protocols: these included three biological replicates for each sample type (total at end of labeling, labeled newly transcribed, unlabeled pre-existing and total at start of labeling) for each temperature (17°C and 27°C). Arrays were processed using Mas5 with detection calls. Genes declared absent in one or more of the 12 total RNA samples were not included in further analysis. Transcript levels were scored as being significantly up- or down-regulated with temperature using SAM [29] with a false discovery rate of 1%.

### Normalization of newly transcribed and pre-existing RNA by linear regression

Because equal amounts of RNA for the newly synthesized (NS), pre-existing (PE) and total (T) samples were loaded on the chips, measured transcript levels in the PE and NS samples were scaled to be directly comparable to the transcript level measured in the T dataset. To achieve this the ratios of the T mRNA accounted for by the NS and PE RNA pools were calculated by linear regression as described [8] based on the fact that for each gene the sum of the expression value ratios PE/T and = NS/T must equal 1 (100% of the total). But because equal amounts of RNA were loaded on the chips it is necessary to use correction factors to get back to this value of 1.

Correction factors that enable the transcript level of each gene in the NS and PE samples to be scaled to be directly comparable to those in the T sample were calculated assuming:

(1) $$\mathrm{Cp}.\left(\mathrm{PE}/T\right)+\mathrm{Cn}.\left(\mathrm{NS}/T\right)=1,$$

where Cp is the correction factor for pre-existing RNA and Cn is the correction factor for newly transcribed RNA. This rearranges to give:

(2) $$\mathrm{PE}/T=\left(1/\mathrm{Cp}\right)-\left(\mathrm{NS}/T\right).\left(\mathrm{Cn}/\mathrm{Cp}\right)$$

To calculate the correction factors, NS/T for each gene is plotted against PE/T for each gene, giving a scatter plot and linear regression (Figure S5 in Additional file 1). The correction factors were calculated from the linear regression equation where 1/Cp is the intercept and Cn/Cp is the slope.

### Calculation of half-lives

Half-lives were calculated assuming that mRNA decay follows a first order exponential decay kinetic [30,31]. For each gene, we can use the equation:

(3) $$t1/2=-\mathrm{tL}\;.\;\ln\left(2\right)/\ln\left(P/A_{0}\right)$$

where t1/2 is the half-life in hours, tL is the labeling time in hours, P is the scaled amount of pre-existing transcript remaining at the end of the labeling time and A_0_ is the amount of transcript at the start of the labeling time.

### Calculation of transcription rate

The amount of RNA transcribed for each gene during the labeling period is equal to the amount of RNA detected at the end of the labeling plus the amount of NS RNA to have decayed during the labeling period. To get the amount synthesized in one hour we can use the formula:

(4) $$\frac{\mathrm{N\lambda}}{1-\left(e^{\left(-\lambda \;\mathrm{tL}\right)}\right)}$$

where N is the scaled amount of newly transcribed RNA remaining at the end of the labeling time, tL is again the labeling time, and the decay constant λ is:

$$\mathrm{Ln}\left(2\right)/t1/2.$$

### Transcript feature analysis

cDNA and UTR length, GC content, U content and intron number as well as the presence or absence of short, potentially regulatory, sequences were extracted from the latest sequence files on the TAIR website [32] using Perl scripts (available on request).

### Real-time RT-PCR

RNA was labeled, extracted, separated and checked as above. First-strand cDNA was synthesized with 500 ng (or 100 ng for newly transcribed samples) of total RNA in 20 μl reactions, Superscript II Reverse Transcriptase (Invitrogen Carlsbad, CA, USA) and oligo dT (Invitrogen), according to the manufacturer’s protocol. Water (180 μl) was added and 2.5 μl of this was used in the quantitative PCR step. Primers are listed in Table S2 in Additional file 1. Quantitative PCR was carried out on the same samples for a number of genes and these were normalized collectively in a similar fashion to the microarrays, with the levels for the un-separated samples normalized to both *UBQ10* and *TUB2*.

### Data availability

Microarray data generated for this manuscript are available at the Gene Expression Omnibus under accession number GSE53071. Further datasets used in this analysis were GSE39045 [20] and GSE28398 [21].

## Abbreviations

4SU: 4-thiouracil; ABRE: ABA response element; CG: cool gene; GO: Gene Ontology; HSE: heat shock element; NS: newly synthesized; PCR: polymerase chain reaction; PE: pre-existing; T: total; TAIR: The Arabidopsis Information Resource; UG: unchanged gene; UTR: untranslated region; WG: warm gene.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

KS-L designed experiments, carried out experiments, analyzed data and wrote the paper. MJC, BF and DR advised on mathematical and statistical aspects of the analysis. SP designed experiments and wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Plants take up 4SU and incorporate it into RNA. Figure S2.** 4SU is not toxic to plants and incorporation rate is temperature-dependent. **Figure S3.** Scatter plots used in linear regression analysis. **Figure S4.** Quantitative RT-PCR independently confirms rates calculated from microarray data using an extended time-series analysis. **Figure S5.** Scatter plots showing a lack of correlation between transcription and decay rates at both 27°C and 17°C and various transcript features: **(a,b)** 5′ UTR length; **(c,d)** 3′ UTR length; **(e,f)** cDNA length; **(g,h)** uracil content; **(i,j)** GC content; **(k,l)** number of introns. **Figure S6.** No effect of intron number on synthesis and decay rate Q_10_ distribution in *Arabidopsis*. **Table S2.** List of quantitative PCR primers used for rate verification analysis shown in Figure S2 in Additional file 1. Click here for file

Additional file 2: Table S1 Genome-wide data for mRNA synthesis and decay rates and temperature coefficient. Click here for file

# Supplementary material for: Direct measurement of transcription rates reveals multiple mechanisms for configuration of the Arabidopsis ambient temperature response
**Source:** Genome Biol. 2014 Mar 3;15(3):R45. doi: 10.1186/gb-2014-15-3-r45
**Supplement:** Additional file 1 — Plants take up 4SU and incorporate it into RNA. Figure S2. 4SU is not toxic to plants and incorporation rate is temperature-dependent. Figure S3. Scatter plots used in linear regression analysis. Figure S4. Quantitative RT-PCR independently confirms rates calculated from microarray data using an extended time-series analysis. Figure S5. Scatter plots showing a lack of correlation between transcription and decay rates at both 27°C and 17°C and various transcript features: (a,b) 5′ UTR length; (c,d) 3′ UTR length; (e,f) cDNA length; (g,h) uracil content; (i,j) GC content; (k,l) number of introns. Figure S6. No effect of intron number on synthesis and decay rate Q10 distribution in Arabidopsis. Table S2. List of quantitative PCR primers used for rate verification analysis shown in Figure S2 in Additional file 1.

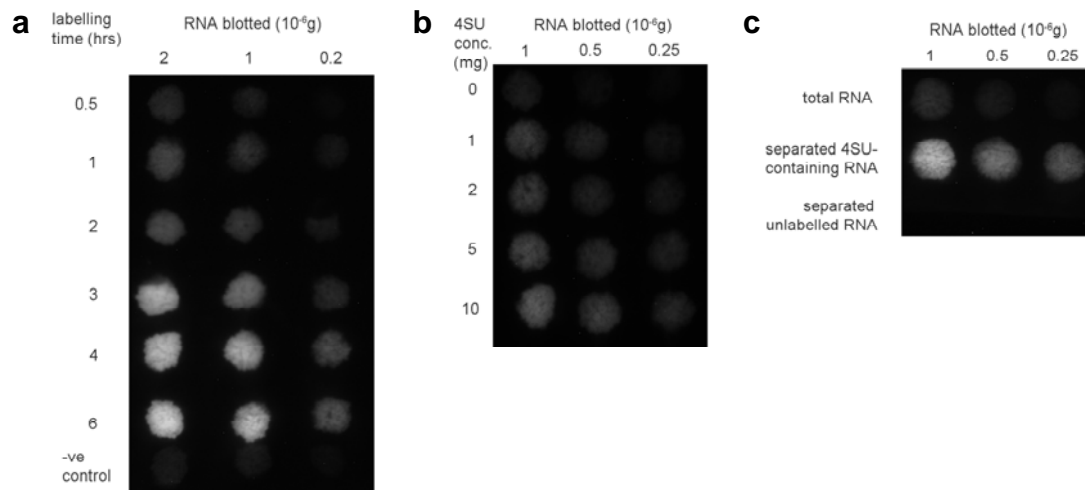

Supplementary Figure 1. Plants take up 4SU and incorporate into RNA.

a. A labelling timecourse using whole seedlings floated on MS medium containing 1.5mM 4SU at 27°C, determined by biotin labelling, dot blotting and detection by streptavidin-HRP (see methods for details). Signal above background (no 4SU -ve control) is obvious after 30 minutes. **b.** Experiment to optimise the concentration of applied 4SU after 1 hour of labelling. 1.5mM was chosen because high labelling can reduce the number of transcripts binding to the column and lower recovery. **c.** Plant RNA extractions can be biotinylated and separated into 4SU-labelled and unlabelled fractions. RNA was collected after 1 hour floatation on 1.5mM 4SU at 27°C.

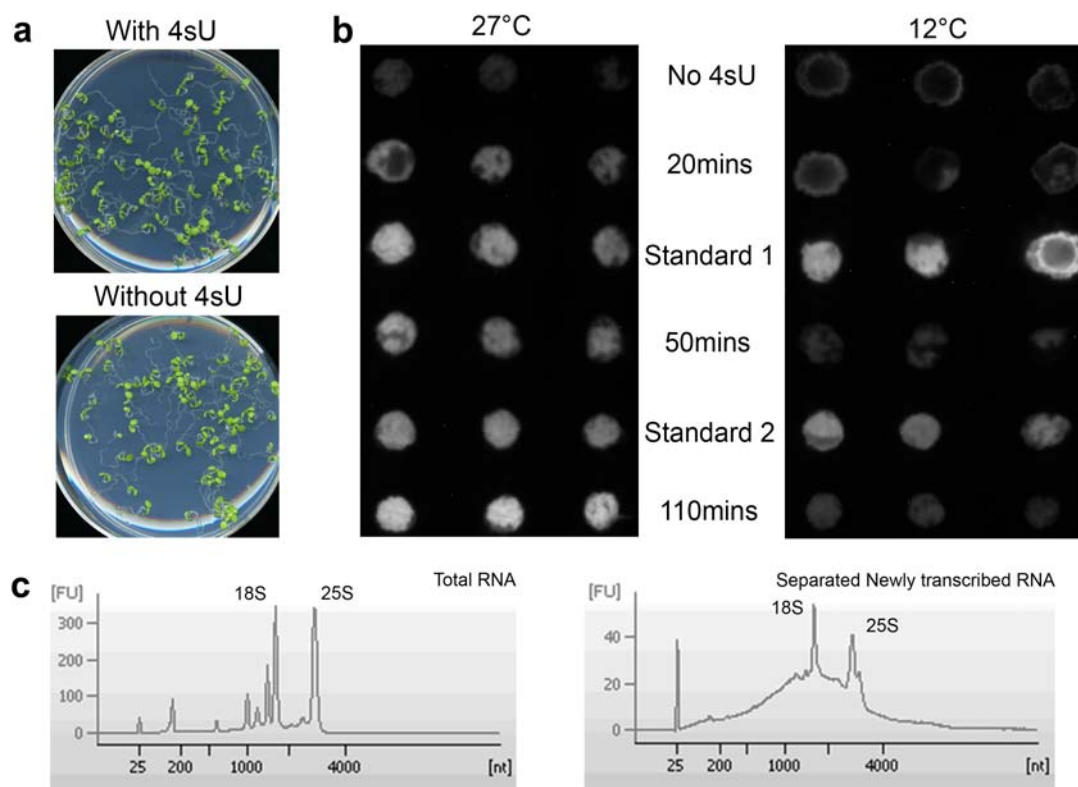

Supplementary Figure 2. 4SU is not toxic to plants and incorporation rate is temperature-dependent. **a.** 7 day old plants grown either with or without 1.5mM 4sU (4-thiouridine) **b.** Dot blots showing total RNA samples from plants grown at two different temperatures (27°C and 12°C), treated with 4sU for the times shown. The brightness of the dot corresponds to the level of labelled RNA in the sample as biotin bound to the label is detected using streptavidin-HRP and ECL reagents. The standards were identical on both blots to enable comparison. **c.** Electropherograms of Total RNA and separated newly transcribed RNA. The rRNA peaks are labelled. Relative to the amount of other RNA present, the rRNA is depleted in the newly transcribed sample. Charts show RNA collected after 2 hour labelling at 17°C and separated for microarray analysis.

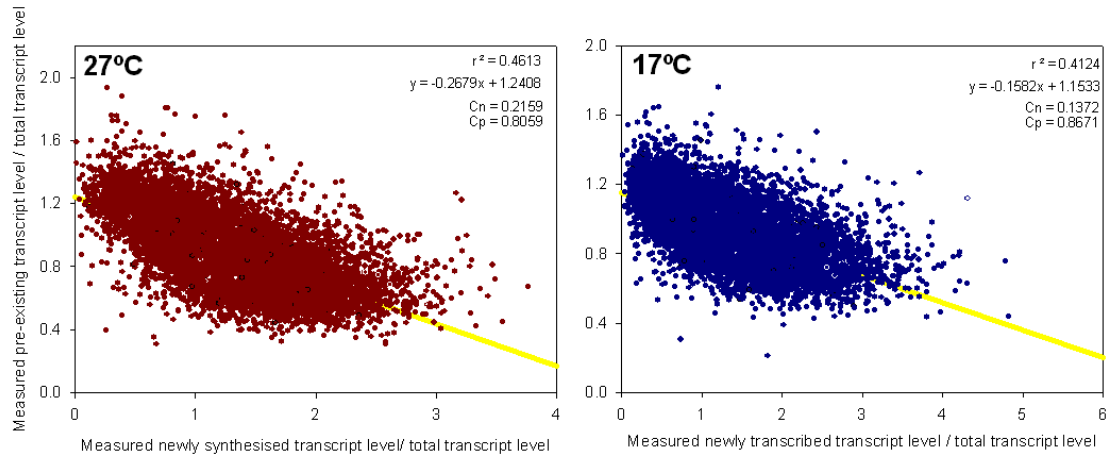

Supplementary Figure 3. Scatter plots used in linear regression analysis. Ratios of measured newly transcribed to total transcript plotted against ratios of pre-existing to total transcript (see methods for details). The line of best fit were used to calculate the correction factors (C_n and C_p) for each temperature, needed to scale the expression level of each gene in the newly transcribed and pre-existing samples to the level in the total sample.

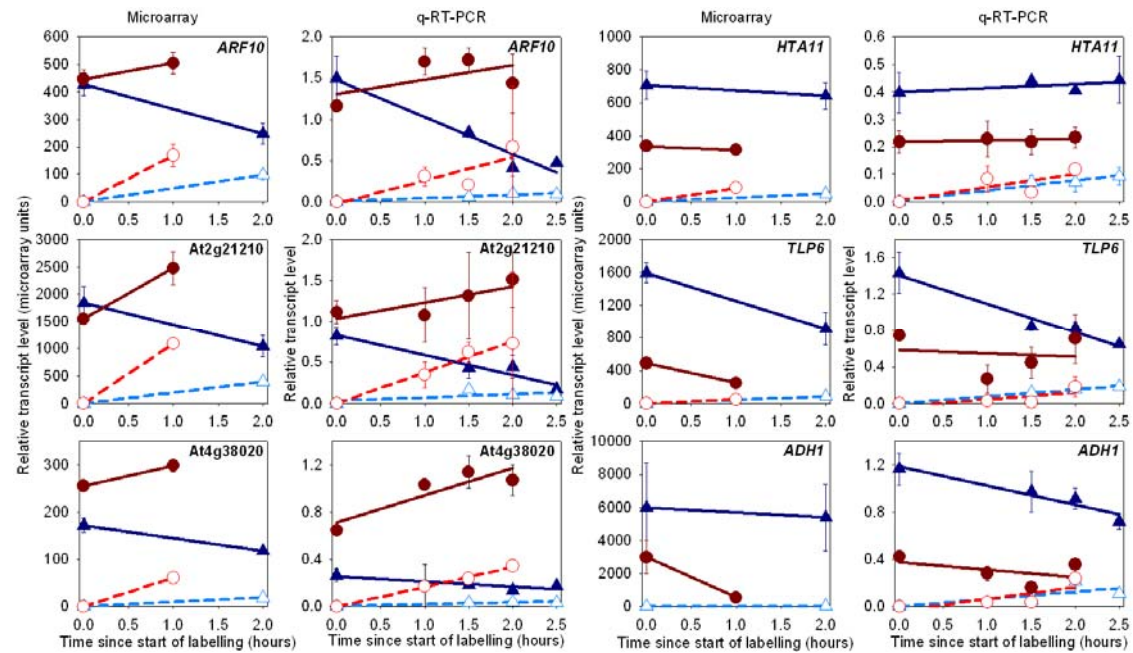

Supplementary Figure 4. qRT-PCR independently confirms rates calculated from microarray data using an extended time-series analysis.

Genes were chosen which exhibited either a higher transcript abundance at 27°C or at 17°C, showing array data with q-RT-PCR data in a side-by-side comparison. In each case datapoints are the mean and standard error of three biological replicates per time-point. Newly transcribed transcript levels are calculated using linear regression analysis (Dolken et al., 2008; see methods). Solid lines with closed symbols represent total transcript abundance, dashed lines with open symbols represent calculated newly transcribed RNA. Blue lines indicate RNA levels at 17°C, red at 27°C.

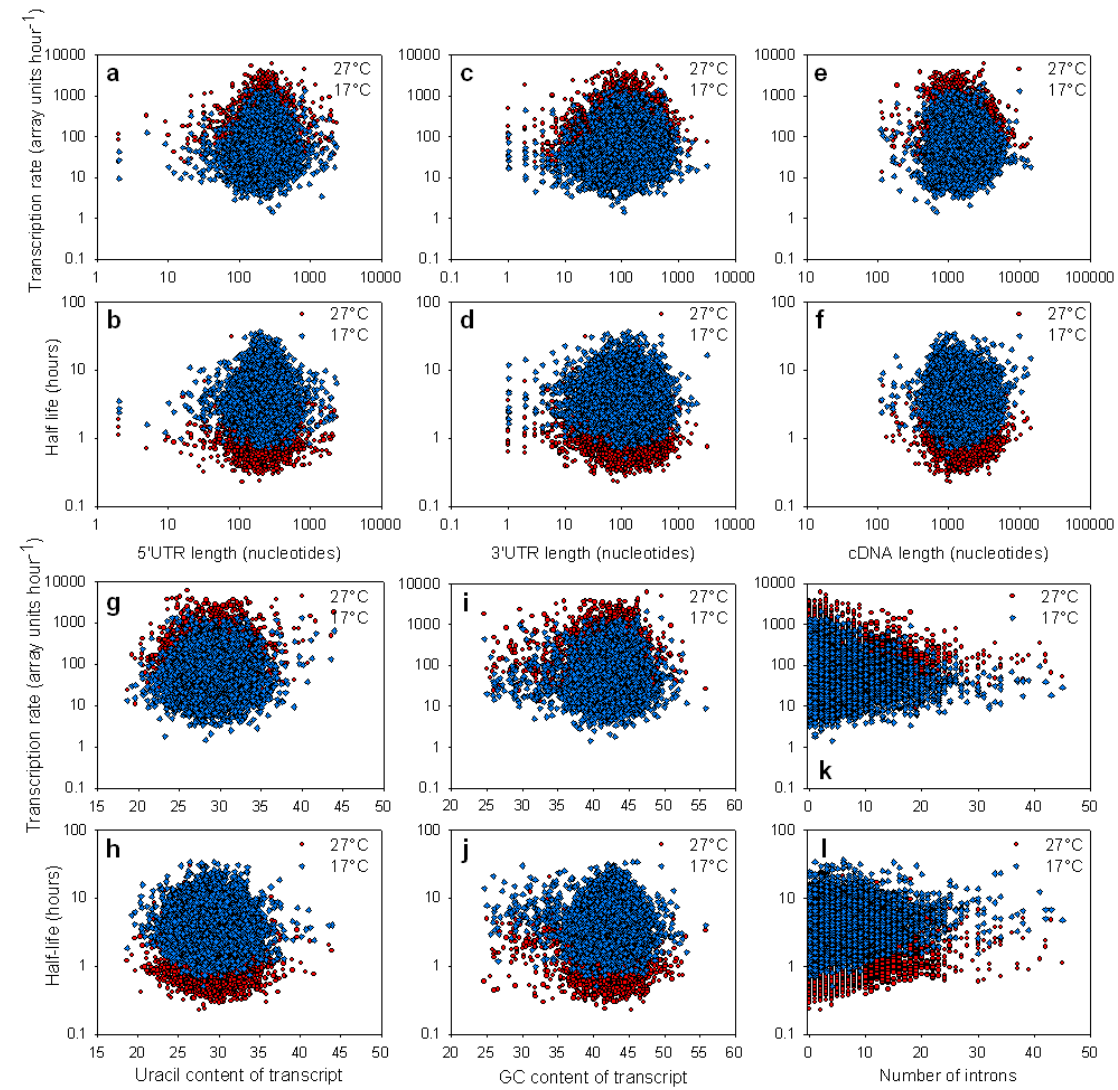

Supplementary Figure 5. Scatter plots showing a lack of correlation between transcription and decay rates at both 27 and 17°C and various transcript features: **a** and **b**. 5'UTR length; **c** and **d**. 3'UTR length; **e** and **f**. cDNA length; **g** and **h**. Uracil content; **i** and **j**. GC content; **k** and **l**. number of introns.

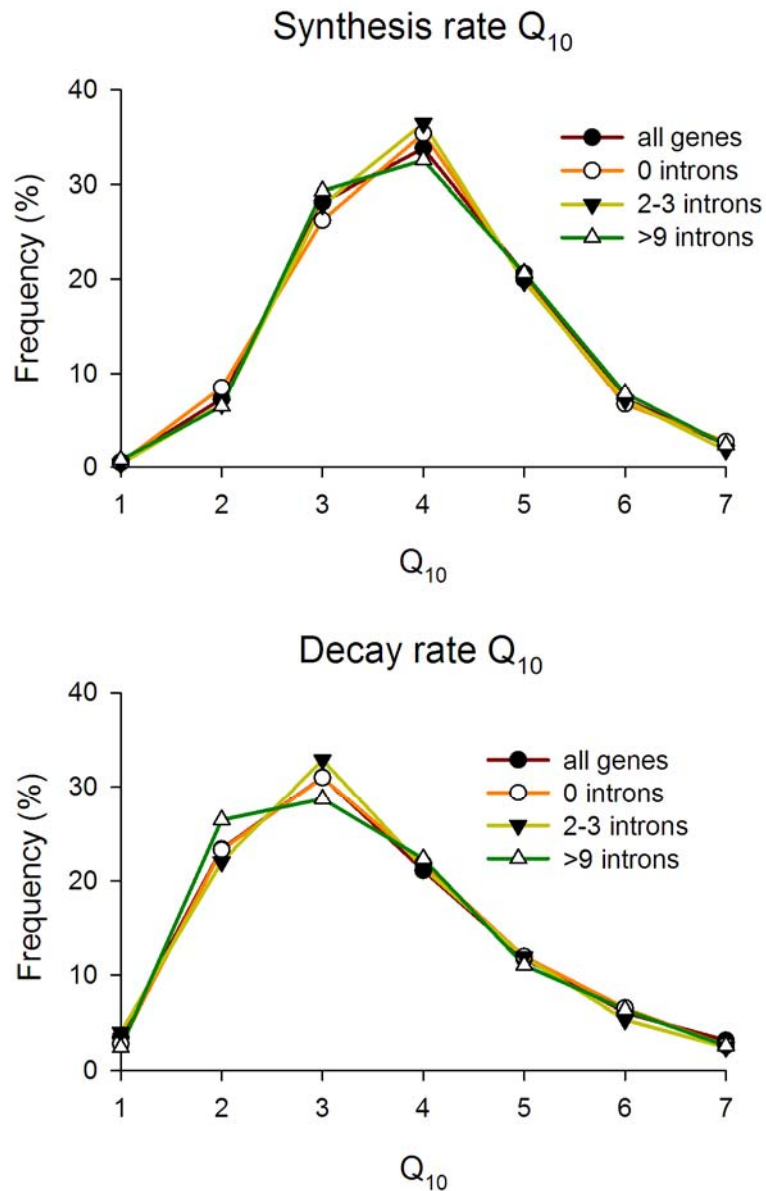

Supplementary Figure 6. No effect of intron number on synthesis and decay rate Q_{10} distribution in Arabidopsis. Q_{10} distributions were determined for genes without introns ($n=610$), with a low intron number (2 or 3; $n= 1064$) and with a high intron number (≥ 10 ; $n=1111$) and compared to the whole dataset ($n=7291$).

Supplementary Table 2. List of qPCR primers used for rate verification analysis shown in Supplementary Figure 2.

RT_At2g21210_F	GCAGAAGAAGAGTTTGGGTTT
RT_At2g21210_R	TGAAGTGCTAAGGCGAGAGG
RT_At3g23550_F	CCTCTGTGATGTTTCGCTTCTC
RT_At3g23550_R	GGTGACGGTAGCCCAAGA
RT_TLP6_F	TCATTGCGGTTACTGTCGTC
RT_TLP6_R	ACCAACACCAACACCTCTCC
RT_AT1G19430_F	GGATTTGGGTGAAGATGACG
RT_AT1G19430_R	AGGACCAGAAGAAGACGAAGC
RT_AT4G38020_F	TCATGGCTCTGTTCTTGTCG
RT_AT4G38020_R	TGGTCATTCCCTTGCTTATTCG
RT_ARF10_F	ATTACGCTTTTGCCACTTCC
RT_ARF10_R	CCGTTACCGTCAGAAGAAGG
RT_HTA11_F	CAAAGGTGGAAAAGGACTCG
RT_HTA11_R	CAGAGCGAGAGATGGGTTTC
RT_UBQ10_F ⁶	CACACTCCACTTGGTCTTGCGT
RT_UBQ10_R ⁶	TGGTCTTTCCGGTGAGAGAGTC
RT_TUB_F ²²	TGGCATCAACTTTCATTGGA
RT_TUB_R ²²	ATGTTGCTCTCCGCTTCTGT

How the deposited data were processed for this re-analysis (not part of the article)

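Total RNA was measured at the addition of 4SU (time 0) and at the end of labeling, and newly synthesized (NS) and pre-existing (PE) RNA at the end, in seedlings kept at 17°C (2 hours of labeling) or 27°C (1 hour). With 3 biological replicates of each, 24 ATH1 arrays of 1 channel resulted, 12 of them of total RNA. Sample conditions were taken from the sample labels and checked against the methods.

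The deposited intensities are MAS5 signals per probe set on a linear scale, scaled by the authors so that the mean of each array without its highest and lowest values is 500. The version of MAS5 is not given in the sources used here. No scaling between fractions is contained in them, and no pair of arrays held identical values. Between replicates of one condition, log2 signals of the kept probe sets had a Pearson's r of 0.959 to 0.987. The value table lists 22810 probe sets, and 64 AFFX controls were left out.

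Detection calls were not used here. The 12997 probe sets with the highest minimum signal over the 12 total RNA arrays stand in for the genes that the authors called present on all of them. The highest minimum among dropped probe sets was 48.2172.

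Of the 22746 probe sets, 13436 are named by the platform annotation with 1 gene, and 823 more by Table S1 of the paper, of which the first 1999 of 7291 rows were used here. Several genes are given for 503 and none for 7984, which stay in all counts without a name. Where both sources give a locus (1103 probe sets), it is the same for 96.0%. Symbols come from a table of reference genes.

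Correction factors were computed by the equations of the methods. PE/T was regressed on NS/T over the 12997 probe sets, with ratios averaged over 3 replicates and 1 line per temperature. Half-lives and transcription rates followed within each replicate from its scaled NS and PE arrays and the time 0 array of the same number. The total array at the end of labeling enters only through the correction factors. A probe set has rates when the scaled PE signal lies below that at time 0 in all 3 replicates at both temperatures. Q10 was the ratio of replicate means: half-life at 17°C over 27°C for decay, and rate at 27°C over 17°C for transcription.

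Signals were compared on the log2 scale with limma 3.58.1 (lmFit and eBayes) in R 4.3.3. All 4 groups of total RNA were fitted together, and the contrasts were 27°C minus 17°C at the end of labeling and at time 0, end minus time 0 at each temperature, and the difference of these changes. A probe set was called when its Benjamini-Hochberg adjusted p lay under 0.01 and its fold above 1.5. Log2 rates and log2 decay constants were compared with limma at 5%, both against no difference and, after subtraction of each sample's median, against the median Q10. Warm genes were called and at least 2-fold higher at 27°C at the end, cool genes called and at most 0.5 times, and unchanged genes within 1.5-fold. These groups come from total RNA at the end of labeling, the RNA from which the NS and PE fractions were split, so they are not independent of the rates. Summaries of 3 replicates against 3 were compared by exact 2-sided permutation, whose smallest p is 0.1. Correlations across probe sets are Spearman's rho and Pearson's r on log values, repeated with the compared quantities taken from different replicates. Genes are not independent replicates in any of them.

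Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, each adjusted over the lists tested (limit 0.05). The 16 lists fixed by locus were heat shock, circadian clock, cold, early auxin response, PIF4 pathway, light harvesting and carbon fixation, histones, cell cycle, H2A.Z deposition, mRNA decay, low oxygen, touch and jasmonate, flavonoid synthesis, DNA damage, root markers and the genes the paper names. Transcription factors and ribosomal proteins were found by words in symbols or in the text of Table S1, and plastid genes by locus. The plastid list leaves out ATCG00770, although it is a plastid locus. For a locus with several probe sets, the brightest was taken. Of the lists fixed by locus only a part had a probe set that was both named and kept, for example 5 of 40 heat shock, 3 of 27 cold and 5 of 30 light harvesting genes. Counts over lists cover these members alone, and a fuller annotation of the array would change them. Counts over a list are given over all probe sets tested and adjusted over the list alone. Lists with 1 or 2 measured genes were not tested as sets and are reported as counts.

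Genes in the text follow a rule. It takes every gene named by the paper (12, of which 3 had a named and kept probe set), and the 10 largest increases and 10 largest decreases at the end among called probe sets with 1 locus that changed the same way in all 9 pairings of arrays. It further takes the 5 highest and 5 lowest of each Q10 with an adjusted p under 0.05 against the median, up to 4 called members of each list or else its largest change, and the 5 longest and 5 shortest half-lives at 27°C with an SD under 0.5 times the mean. For the decay Q10 no gene qualified. Other genes are named as examples outside the rule. Some are marked as chosen after their values were seen, and the unmarked ones should be read in the same way. The rule, the lists, the tests of the main results and all alternatives but 3 were set before the data were examined; the tests of explanations in the closing section were written after that.

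The steps were tested on simulated data. Without noise, the regression returned a Cn of 0.130 and 0.220 where 0.13 and 0.22 had been put in, over 12997 probe sets. With the measured replicate SD it returned 0.105 and 0.187, with a Cp of 0.896 and 0.833 for 0.85 and 0.78, since error in NS/T flattens the line. Over the 8726 simulated probe sets with rates, median half-lives came out as 3.43 hours for 2.84 at 17°C and 1.08 for 0.934 at 27°C, and median rates as 112 units per hour for 138 and 353 for 420. Absolute half-lives and rates are therefore less certain than their order, for which rho with the simulated half-lives was 0.824 and 0.920. The median transcription Q10 came out as 3.15 for 3.04 and the median decay Q10 as 3.19 for 3.03. Camera called 1 of 1 simulated list that was raised and 0 of 19 others.

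The alternatives varied the filter (none, the 6500 brightest by minimum, the 12997 brightest by mean), the scaling between arrays (quantile, median), the correction factors (1 line per replicate, total least squares, probe sets with rates only, the paper's factors), the starting level, the definition of pre-existing RNA, the replicates required, the summary, the grouping, an offset of 50, a floor at the 20th percentile, the fold limit, the groups in the fit, a replicate block and the test. Tests tried beside limma were SAM with 20 relabelings and a 1% false discovery rate, and the plain test that Table S1 gives, at 0.05 and adjusted. Each replicate was left out in turn. Added after the values had been seen were fractions rescaled to sum to the total, and a limit on the SD of the half-life with 3 or at least 2 replicates.

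Intron numbers, transcript and UTR lengths, base content and promoter elements need a genome annotation and were not analysed here. The chromatin and mutant data of other studies were not analysed here either. Plots were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.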

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

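The comparison of the plastid decay Q10 over the alternatives and that of residuals between exchanges of labels were added after the values were seen, and the alternatives with rescaled fractions or a limit on the SD of the half-life were chosen after the values had been seen; the other tests in this part were not.

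The change of total signal during labeling differed between the temperatures for 302 probe sets, by a test of the difference itself (limma, adjusted at 1%, fold above 1.5). It was higher at 27°C than at 17°C for 91 and lower for 211 of 12997, with 3045 at an unadjusted p under 0.05. The counts of higher and lower fell to 16 and 83 without 17°C replicate 1, 29 and 101 without 17°C replicate 2, 41 and 104 without 17°C replicate 3, 27 and 83 without 27°C replicate 1 and 27 and 82 without 27°C replicate 3, and were 91 and 199 without 27°C replicate 2. The change spans 1 hour at 27°C and 2 hours at 17°C, so temperature and length of labeling vary together in this contrast. Over 100 exchanges of time labels within the temperatures, the real one included, 2 gave as many calls. This does not settle whether chance can be excluded, because exchanged labels put the changes with time into the residuals: in all 98 exchanges that mixed labels the median residual SD was wider (0.25 to 0.31 on the log2 scale) than with the real labels (0.21), and the 88 that mixed them at both temperatures gave 0 calls. The other of the 2 exchanged all 3 labels at 17°C, which turns the contrast into the sum of both changes, and called 4347; the next highest called 181.

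Among 11 histone genes, the change during labeling was lower at 27°C for 3, by the same test of the difference: AT2G28720 with -2.33 on the log2 scale (adjusted p = 9.3e-05), AT2G37470 with -1.54 (adjusted p = 0.0017) and AT1G06760 with -1.46 (adjusted p = 0.0021). Adjusted over the list alone there were 9 (camera, adjusted p = 1.6e-08 for the list; adjusted p = 0.143 with an estimated correlation). The median change of the list was -1.20 at 27°C and -0.13 at 17°C as deposited, -1.14 and -0.09 after quantile normalization and -1.13 and -0.06 after median scaling. In the opposite direction, AT2G29500 of the heat shock list had a change higher by 3.04 (adjusted p = 4.4e-04).

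At time 0, before 4SU was added, 1393 probe sets were higher and 1568 lower at 27°C (limma, adjusted at 1%, fold above 1.5; 6302 at an unadjusted p under 0.05), a comparison on which the paper does not report. Of these, 674 and 397 have rates. The real split of the 6 time 0 arrays gave 2961 calls and the highest other split 0, and 10 splits are too few for a share under 0.05.

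Plastid-encoded transcripts, which the paper does not discuss, had a median decay Q10 of 0.972 over 14 probe sets, against 2.99 over all 6079. Under the alternatives for which it was computed, all that give rates apart from the median of replicates and the geometric means, the median of the list lay below that of all probe sets, between 0.745 with a regression in each replicate and 1.84 with rescaled fractions. Single members went both ways, and the half-lives at 17°C and 27°C of the list did not differ by more than the spread of the replicates.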

How the results depend on the processing

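The 3 tests that rescale the fractions to sum to the total or limit the SD of the half-life were chosen after the values had been seen, and the share of transcription factors over the alternatives was added after its value was seen; all others were set beforehand. Over 65 main results, 748 comparisons with an alternative kept the direction and the side of the threshold, with counts within 1.5 times and other values within 1 SD; 320 moved further, 14 tests of gene lists no longer passed and 7 differences or correlations larger than their SD changed sign. Of the 320, 3 crossed 0 as well: Cn at 17°C and 27°C with no filter, and the correlation of the abundance ratio with the decay Q10, which was smaller than its SD, with the end level as the starting level. Over 15 further results, 168 comparisons moved further and 7 changed sign. For each value listed here the cause was not tested, apart from the settings that by their construction use fewer probe sets, fewer arrays or a stricter limit.

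For comparison, the main settings gave 646 probe sets higher and 760 lower at 27°C at the end of labeling (249 and 290 of them with rates), 1393 and 1568 at time 0, 1460 and 1880 in the change during labeling at 27°C, 753 and 849 in that at 17°C and 91 and 211 in the difference of the changes. They gave a Cn of 0.134 and 0.218, a Cp of 0.848 and 0.770, mean half-lives of 8.36 and 2.69 hours and mean rates of 74.8 and 245 units per hour at 17°C and 27°C, over 6079 probe sets. The decay Q10 had a mean of 5.33 and a median of 2.99, and the transcription Q10 a mean of 3.57 and a median of 3.45. With 79 warm and 98 cool genes, the log2 difference of warm minus cool was 2.19 for transcription and -0.44 for decay, that of warm minus unchanged -0.31 and that of unchanged minus cool -0.13 for decay. Of single probe sets, 5954 were transcribed faster and 5 more slowly at 27°C, 3911 decayed faster and 3 more slowly, and 354 lay above and 527 below the median transcription Q10.

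In every alternative run, transcription Q10 was higher in warm than in cool genes, with log2 differences of 1.32 to 2.80, and transcription was faster at 27°C for most probe sets. The signs of the decay differences between warm, unchanged and cool genes did change, as given below, and so did those of 4 correlations: the change during labeling with the half-life at each temperature and with the rate at 27°C, and the abundance ratio with the decay Q10. The share of transcription factors with a half-life under 1 hour at 27°C was 61% to 74.8%, over the 38 to 125 probe sets that each setting leaves, in all alternatives run but 1: with the end level as the starting level it was 30.9%, over 94 probe sets, and the share under 3 hours at 17°C was 24.5%.

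Analysis with no filter on dim probe sets gave 320 probe sets higher and 357 lower at the end of labeling, 866 higher at time 0, 1227 lower in the change at 27°C, 402 higher and 334 lower in the change at 17°C and 4 higher and 38 lower in the difference of the changes. It also gave a Cn at 17°C of -0.540, Cp at 17°C of 1.40, Cn at 27°C of -0.628 and Cp at 27°C of 1.35. A stricter filter, the 6500 brightest probe sets by minimum, gave 414 probe sets higher and 346 lower at the end of labeling, 689 higher and 709 lower at time 0, 744 higher and 879 lower in the change at 27°C, 384 higher and 439 lower in the change at 17°C, 145 lower at the end among those with rates and 3091 with rates. The stricter filter also gave a Cn at 17°C of 0.155, Cp at 17°C of 0.824, Cn at 27°C of 0.241 and Cp at 27°C of 0.742. The stricter filter gave a mean half-life at 17°C of 10.4 hours, mean rate at 17°C of 146 units per hour, mean half-life at 27°C of 3.49 hours and mean rate at 27°C of 465 units per hour, and a mean decay Q10 of 6.50. The stricter filter also gave a rho of -0.19 for half-life and rate at 17°C, -0.22 for half-life and rate at 27°C, -0.034 for change and rate at 27°C and 0.18 for both Q10s, and 33 warm and 27 cool genes. The stricter filter gave 3062 probe sets transcribed faster at 27°C, 0 transcribed more slowly at 27°C, 2182 decaying faster at 27°C, 1 decaying more slowly at 27°C and 351 below the median transcription Q10. Choosing the 12997 brightest probe sets by mean gave a mean half-life at 17°C of 10.9 hours and mean rate at 27°C of 221 units per hour, and a median decay Q10 of 2.88, mean transcription Q10 of 3.22 and median transcription Q10 of 3.12. This ranking also gave a rho of 0.056 for change and rate at 27°C, and 8 probe sets transcribed more slowly at 27°C. Quantile normalization gave a mean half-life at 17°C of 11.4 hours, mean rate at 17°C of 80.7 units per hour and mean half-life at 27°C of 3.12 hours. The quantile values also gave a mean decay Q10 of 7.55, median decay Q10 of 2.83, mean transcription Q10 of 3.35 and median transcription Q10 of 3.22. The quantile values gave a rho of -0.0084 for change and rate at 27°C, and 1 probe set above the median decay Q10. Median scaling gave a Cp at 17°C of 0.900, and a mean half-life at 27°C of 3.19 hours, and a mean decay Q10 of 5.87. A replicate block gave 58 probe sets higher in the difference of the changes. The plain test that Table S1 gives, with Benjamini-Hochberg adjustment at 1%, gave 4 probe sets higher and 5 lower at the end of labeling, 169 higher and 144 lower at time 0, 127 higher and 143 lower in the change at 27°C, 12 higher and 14 lower in the change at 17°C and 2 higher and 1 lower at the end among those with rates. A 2-fold limit gave 243 probe sets higher and 356 lower at the end of labeling, 578 higher and 672 lower at time 0, 634 higher and 800 lower in the change at 27°C, 380 higher and 298 lower in the change at 17°C and 78 higher and 104 lower at the end among those with rates.

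Taking one regression per replicate gave a Cn at 17°C of 0.102, Cp at 17°C of 0.890, Cn at 27°C of 0.167 and Cp at 27°C of 0.836. Regression within replicates also gave a mean half-life at 17°C of 9.49 hours, mean rate at 17°C of 55.4 units per hour, mean half-life at 27°C of 3.06 hours and mean rate at 27°C of 179 units per hour, and a mean decay Q10 of 5.90. Regression within replicates gave a rho of 0.0070 for change and rate at 27°C. A total least squares line gave a Cn at 27°C of 0.250 and Cp at 27°C of 0.728. That line also gave a mean half-life at 17°C of 20.2 hours, mean rate at 17°C of 78.0 units per hour, mean half-life at 27°C of 2.30 hours and mean rate at 27°C of 289 units per hour. That line gave a mean decay Q10 of 9.50, median decay Q10 of 3.20, mean transcription Q10 of 4.03 and median transcription Q10 of 3.9, and 3 probe sets transcribed more slowly at 27°C and 1 decaying more slowly at 27°C. The paper's factors gave a mean half-life at 17°C of 9.01 hours, mean half-life at 27°C of 3.88 hours and mean rate at 27°C of 236 units per hour. Those factors also gave a mean decay Q10 of 5.79, mean transcription Q10 of 3.41 and median transcription Q10 of 3.30, and 1 probe set decaying more slowly at 27°C. Regression on probe sets with rates only gave a Cp at 17°C of 0.894, Cn at 27°C of 0.193 and Cp at 27°C of 0.842. This narrower regression also gave a mean half-life at 17°C of 30.4 hours, mean rate at 17°C of 65.2 units per hour, mean half-life at 27°C of 9.32 hours and mean rate at 27°C of 207 units per hour. This narrower regression gave a mean decay Q10 of 24.5, mean transcription Q10 of 3.45 and median transcription Q10 of 3.34, and a rho of 0.71 for change and half-life at 27°C and 0.013 for change and rate at 27°C.

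Computing rates from group mean signals gave 390 probe sets higher at the end among those with rates, and a mean half-life at 17°C of 17.6 hours and mean half-life at 27°C of 8.08 hours, and a mean decay Q10 of 7.19. Group mean signals also gave a rho of -0.0092 for half-life and rate at 17°C, -0.038 for half-life and rate at 27°C and 0.76 for change and half-life at 27°C, and 123 warm and 158 cool genes. Group mean signals gave log2 Q10 differences of 0.027 for decay, unchanged minus cool. The mean time 0 level of 3 arrays gave a mean half-life at 17°C of 10.5 hours, mean rate at 17°C of 71.1 units per hour and mean rate at 27°C of 234 units per hour, and a mean decay Q10 of 7.44, and a rho of 0.0070 for change and rate at 27°C. That mean level also gave log2 Q10 differences of 1.99 for transcription, warm minus cool, and 8 probe sets transcribed more slowly at 27°C and 11 decaying more slowly at 27°C. Half-lives defined in at least 2 replicates gave 396 probe sets higher at the end among those with rates, and a mean half-life at 17°C of 14.7 hours, mean rate at 17°C of 73.0 units per hour and mean half-life at 27°C of 4.67 hours, and a mean decay Q10 of 6.59, and 128 warm and 163 cool genes, and 12 probe sets transcribed more slowly at 27°C and 9 decaying more slowly at 27°C. Pre-existing RNA as total minus newly synthesized gave a mean half-life at 17°C of 105 hours and mean half-life at 27°C of 4.10 hours, and a mean decay Q10 of 31.5. The subtraction also gave a rho of 0.83 for change and half-life at 17°C, 0.84 for change and half-life at 27°C, 0.048 for change and rate at 27°C, 0.30 for both Q10s, 0.43 for abundance ratio and transcription Q10 and -0.21 for abundance ratio and decay Q10. The subtraction gave log2 Q10 differences of 1.82 for transcription, warm minus cool and -0.93 for decay, warm minus cool, and 2 probe sets transcribed more slowly at 27°C and 344 below the median transcription Q10. The starting level (A0) as total at end of labeling gave a mean half-life at 17°C of 49.7 hours, mean rate at 17°C of 107 units per hour, mean half-life at 27°C of 3.77 hours and mean rate at 27°C of 350 units per hour. The end level also gave a mean decay Q10 of 30.3 and median decay Q10 of 3.32. The end level gave a rho of -0.11 for half-life and rate at 17°C, -0.10 for change and half-life at 17°C, 0.27 for change and rate at 17°C, -0.061 for change and half-life at 27°C, 0.27 for change and rate at 27°C, 0.31 for both Q10s, 0.70 for abundance ratio and transcription Q10 and 0.23 for abundance ratio and decay Q10. The end level also gave 121 warm and 193 cool genes. The end level gave log2 Q10 differences of 0.22 for decay, warm minus unchanged, 0.47 for decay, unchanged minus cool, 2.80 for transcription, warm minus cool and 0.69 for decay, warm minus cool. The end level also gave 27 probe sets transcribed more slowly at 27°C, 1 decaying more slowly at 27°C, 590 above the median transcription Q10 and 815 below the median transcription Q10. The median of replicates gave a mean half-life at 17°C of 4.39 hours and mean half-life at 27°C of 1.53 hours. Geometric means gave a mean decay Q10 of 3.67.

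Forming the groups by time 0 signals gave 231 warm genes. Time 0 groups also gave log2 Q10 differences of 0.81 for decay, warm minus unchanged, 0.96 for decay, unchanged minus cool, 1.63 for transcription, warm minus cool and 1.77 for decay, warm minus cool. Forming the groups at 1.5-fold gave 248 warm and 288 cool genes, and log2 Q10 differences of 1.32 for transcription, warm minus cool. Requiring the groups at both times gave 49 warm and 44 cool genes. These groups also gave log2 Q10 differences of 0.23 for decay, warm minus unchanged, 0.28 for decay, unchanged minus cool, 2.43 for transcription, warm minus cool and 0.50 for decay, warm minus cool.

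Fractions rescaled to sum to the total gave a mean half-life at 17°C of 9.02 hours, mean rate at 17°C of 76.2 units per hour, mean half-life at 27°C of 3.18 hours and mean rate at 27°C of 253 units per hour, and a mean decay Q10 of 6.01. Rescaled fractions also gave a rho of 0.82 for change and half-life at 17°C, 0.83 for change and half-life at 27°C, 0.053 for change and rate at 27°C, 0.16 for both Q10s, 0.62 for abundance ratio and transcription Q10 and -0.18 for abundance ratio and decay Q10. Rescaled fractions gave 183 probe sets above the median transcription Q10 and 340 below the median transcription Q10. Keeping probe sets with a half-life SD below its mean gave a mean half-life at 17°C of 4.37 hours, mean rate at 17°C of 76.7 units per hour, mean half-life at 27°C of 1.47 hours and mean rate at 27°C of 251 units per hour, and a mean decay Q10 of 3.61, and 5 probe sets decaying more slowly at 27°C. The limit on the half-life SD with at least 2 replicates gave a mean half-life at 17°C of 6.01 hours and mean half-life at 27°C of 2.19 hours, and a mean decay Q10 of 3.79 and median decay Q10 of 2.90. The relaxed limit also gave a rho of -0.0010 for half-life and rate at 17°C, -0.043 for half-life and rate at 27°C and 0.012 for change and rate at 27°C, and 19 probe sets decaying more slowly at 27°C.

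With camera's preset correlation, 1 list passed for the end of labeling, 2 lists passed for time 0, 1 list passed for the change at 17°C, 3 lists passed for the change at 27°C, 2 lists passed for the difference of the changes and 2 lists passed for the transcription Q10; camera with estimated correlation left 0 of them in each. Its adjusted p was 0.202 for the end of labeling and 0.143 for the difference of the changes (heat shock proteins and factors); 0.501 for time 0, 0.176 for the change at 27°C and 0.143 for the difference of the changes (histones); 0.623 for time 0 and 0.234 for the transcription Q10 (plastid-encoded); 0.431 for the change at 17°C and 0.176 for the change at 27°C (circadian clock); 0.176 for the change at 27°C (transcription factors by symbol); 0.304 for the transcription Q10 (early auxin response). The self-contained test fry, which compares no list with other genes, passed 4 lists for the end of labeling, 6 lists for time 0, 7 lists for the change at 17°C, 7 lists for the change at 27°C, 4 lists for the difference of the changes and 0 lists for the transcription Q10. Its adjusted p was 0.102 for plastid-encoded at time 0, 0.0528 for early auxin response at the transcription Q10 and 0.0718 for plastid-encoded at the transcription Q10. The plastid-encoded list for the decay Q10 passed with both correlations.

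Leaving out single replicates, counts of changed probe sets ran over these ranges: higher at the end of labeling 372 (without 27°C replicate 3) to 510 (without 27°C replicate 2), with 407 without 17°C replicate 1, 385 without 17°C replicate 3 and 383 without 27°C replicate 1; lower at the end of labeling 471 (without 17°C replicate 1) to 668 (without 27°C replicate 2), with 475 without 17°C replicate 3, 503 without 27°C replicate 1 and 485 without 27°C replicate 3; higher in the change at 27°C 866 (without 27°C replicate 3) to 1468 (without 17°C replicate 2), with 971 without 27°C replicate 1; lower in the change at 27°C 1111 (without 27°C replicate 3) to 1884 (without 17°C replicate 2), with 1248 without 27°C replicate 1; higher in the change at 17°C 371 (without 17°C replicate 3) to 784 (without 27°C replicate 2), with 420 without 17°C replicate 1 and 402 without 17°C replicate 2; lower in the change at 17°C 329 (without 17°C replicate 3) to 899 (without 27°C replicate 2), with 334 without 17°C replicate 1 and 394 without 17°C replicate 2; higher in the difference of the changes 16 (without 17°C replicate 1) to 91 (without 27°C replicate 2), with 29 without 17°C replicate 2, 41 without 17°C replicate 3, 27 without 27°C replicate 1 and 27 without 27°C replicate 3; lower in the difference of the changes 82 (without 27°C replicate 3) to 199 (without 27°C replicate 2), with 83 without 17°C replicate 1, 101 without 17°C replicate 2, 104 without 17°C replicate 3 and 83 without 27°C replicate 1; higher at the end among those with rates 146 (without 27°C replicate 1) to 202 (without 27°C replicate 2), with 164 without 17°C replicate 3 and 158 without 27°C replicate 3; lower at the end among those with rates 161 (without 17°C replicate 3) to 250 (without 27°C replicate 2), with 170 without 17°C replicate 1 and 181 without 27°C replicate 3. The scaling factors ran over Cn at 27°C 0.196 (without 27°C replicate 3) to 0.218 (without 17°C replicate 1); Cp at 17°C 0.848 (without 27°C replicate 1) to 0.866 (without 17°C replicate 2); Cp at 27°C 0.770 (without 17°C replicate 1) to 0.799 (without 27°C replicate 3). Rates and half-lives without single replicates ranged as mean half-life at 17°C 8.62 (without 27°C replicate 1) to 17.8 (without 17°C replicate 2); mean rate at 17°C 64.7 (without 17°C replicate 2) to 74.6 (without 27°C replicate 1); mean half-life at 27°C 2.68 (without 17°C replicate 2) to 10.6 (without 27°C replicate 2); mean rate at 27°C 216 (without 27°C replicate 3) to 245 (without 17°C replicate 2). For Q10s the ranges were mean decay Q10 5.13 (without 27°C replicate 3) to 12.3 (without 17°C replicate 2); mean transcription Q10 3.19 (without 27°C replicate 3) to 4.12 (without 17°C replicate 2); median decay Q10 2.88 (without 27°C replicate 3) to 3.05 (without 17°C replicate 2); median transcription Q10 3.1 (without 27°C replicate 3) to 3.98 (without 17°C replicate 2). For correlations they were rho of change and rate at 17°C 0.078 (without 17°C replicate 2) to 0.13 (without 17°C replicate 1); rho of change and half-life at 27°C 0.71 (without 27°C replicate 3) to 0.74 (without 17°C replicate 3); rho of change and rate at 27°C 0.0032 (without 27°C replicate 2) to 0.032 (without 17°C replicate 1), with 0.0091 without 27°C replicate 3. The log2 transcription Q10 of warm minus cool genes ran from 2.08 (without 17°C replicate 3) to 2.19 (without 17°C replicate 1). Counts from tests of single probe sets were transcribed more slowly at 27°C 2 (without 17°C replicate 2) to 12 (without 27°C replicate 2), with 3 without 17°C replicate 3 and 9 without 27°C replicate 3; decaying faster at 27°C 2141 (without 27°C replicate 3) to 4005 (without 17°C replicate 2); decaying more slowly at 27°C 0 (without 17°C replicate 2) to 10 (without 27°C replicate 1), with 9 without 27°C replicate 2 and 7 without 27°C replicate 3; above the median transcription Q10 137 (without 17°C replicate 2) to 327 (without 17°C replicate 1), with 200 without 17°C replicate 3, 227 without 27°C replicate 1 and 168 without 27°C replicate 3; below the median transcription Q10 258 (without 17°C replicate 2) to 483 (without 17°C replicate 1), with 321 without 17°C replicate 3 and 306 without 27°C replicate 3.

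The genes named for their change at the end of labeling (38) kept direction and call in 677 comparisons with an alternative, lost the call in 49 and gained one in 3. The adjusted plain test accounted for 27 of the lost calls, the missing filter for 6, the 2-fold limit for 4 and the floor at the 20th percentile of each array for 1. Leaving out 17°C replicate 3 ended 4 calls, 17°C replicate 2 ended 3, 27°C replicate 1 ended 2, and 27°C replicates 2 and 3 ended 1 each. For 10 genes named by transcription Q10 all 203 comparisons kept the call. For 10 genes named by half-life, 163 values stayed within 1 SD and 39 moved further.

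Scaling moved the median change of all probe sets by less than 0.1 on the log2 scale. It did move the balance of changes during labeling: at 17°C, 896 probe sets rose and 660 fell under median scaling, and at 27°C 1741 rose and 1553 fell. The median change of plastid-encoded transcripts at 27°C was -0.0023 as deposited, -0.04 after quantile normalization and 0.07 after median scaling, and has no settled direction. Calls at the end of labeling shared with the main settings numbered 1171 of 1211 with a replicate block, 1161 of 1289 by SAM, 1025 of 1101 with only the 2 groups compared in the fit and 1320 of 1395 after quantile normalization.

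Replicate numbers were tested as pairs by correlating the deviations of same-numbered arrays from the means of their groups. Between 17°C and 27°C these correlations were -0.201 to -0.0594 at the end of labeling and -0.160 to -0.0226 at time 0. Between time 0 and the end they were -0.0053 to 0.160 at 17°C and 0.0238 to 0.0387 at 27°C. Across these times the array of the same number correlated best for 2 of 3 arrays at 17°C and 3 of 3 at 27°C. With values this low, no pairing of plants by number is shown across times, and none across temperatures. The total, newly synthesized and pre-existing arrays of one number deviated together, with 0.151 to 0.463. The time 0 array of the same number is therefore not known to match a replicate better than the others, and the mean of all 3 is among the alternatives.

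Precision is set by the replicates, since the value table holds no background from which a signal over background could be computed. In simulated data with the measured spread, limma at the limits used here called 49.1% of 57 2-fold changes, 96.8% of 62 4-fold changes and 3.7% of 81 changes of 1.5-fold, with 0 calls among 12797 unchanged probe sets; SAM called 31.6% of the 2-fold changes, with 2 calls among the unchanged. For the transcription Q10 against the median, 56.4% of 39 2-fold shifts and 100% of 35 4-fold shifts passed. Small changes are thus mostly missed, and a gene not called is not shown to be unchanged.

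Some alternatives gave no value. Without a filter Cn is negative, so no rates follow. The paper's factors replace the fitted ones, which leaves no Cn and Cp to compare. Alternatives on promoter length, promoter start and the ABRE element need a genome sequence, which was not used here, and were not run.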

Differences from the paper's values

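Every comparison with added alternatives here, the rescaled fractions and the limits on the SD of the half-life, rests on tests chosen after the values had been seen. A value is taken as different when it is more than 1.5 times the other and the gap exceeds the replicate SD.

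The mean half-life at 17°C was 8.36 hours over 6079 probe sets, against the paper's 4.96 hours over its 7,291 genes. Of the alternatives set before the data were examined, the median of the 3 replicates gave 4.39 hours, within 1.5 times the paper's value. All others of them stayed above it, from 8.45 hours with median scaling to 105 hours with pre-existing RNA taken as total minus newly synthesized; the paper's own correction factors gave 9.01 hours. A limit that keeps probe sets with a half-life SD below its mean gave 4.37 hours, and the same limit with at least 2 replicates 6.01 hours; both were chosen after seeing the values. Of 230 genes in the held part of Table S1 that its own ratio and p put past 1.5-fold and 0.05, the first leaves 76 and the second 39 without rates, against 50 in the main settings. Rescaled fractions, also chosen after seeing the values, gave 9.02 hours.

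The mean decay Q10 was 5.33, against the paper's 3.29. Among the alternatives set before the data were examined, the ratio of geometric means gave 3.67, and all others lay between 5.13 and 31.5, further than 1.5 times from the paper's value. The limits on the half-life SD, chosen after seeing the values and leaving 76 and 39 of the 230 genes without rates, gave 3.61 and 3.79.

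Among probe sets with rates, 249 were higher at 27°C by more than 1.5-fold, against the paper's 417, and 290 lower, against the paper's 458. These counts use limma at a false discovery rate of 1% where the paper names SAM at that rate; SAM gave 213 and 255. Of the alternatives set before the data were examined, 5 came within 1.5 times of both counts: the plain test at an unadjusted 0.05 (334 and 400), rates from group mean signals (390 and 425), the mean time 0 level (293 and 323), half-lives defined in at least 2 replicates (396 and 418) and the end level as starting level (338 and 433). No other one did, whether it changed the filter, the scaling, the correction factors, the fold limit, the offset, the floor, the block or left out a replicate. The limit on the half-life SD with at least 2 replicates, chosen after seeing the values, gave 316 and 341 and leaves 39 of the 230 genes without rates.

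By transcription Q10, 20 probe sets lay below 1, against the paper's 41. Of the alternatives set before the data were examined, choosing the brightest probe sets by mean gave 37, leaving out 27°C replicate 1, 2 or 3 gave 36, 41 or 35, group mean signals 42 and at least 2 replicates 47. The others did not come within 1.5 times. Between 7 and 8 there were 49, against the paper's 82. Here the alternatives that came within 1.5 times were leaving out 17°C replicate 1, 2 or 3 (105, 110 or 67), total least squares (92), group mean signals (67), the mean time 0 level (60), at least 2 replicates (86) and the end level as starting level (59), and no others of those set before the data were examined. With the SD limit and at least 2 replicates these groups held 30 and 69, and with rescaled fractions the upper one held 62, both chosen after seeing the values; rescaled fractions leave 49 of the 230 genes without rates.

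The paper places transcripts for protein synthesis among those with slow decay. Of the 6 probe sets annotated as ribosomal proteins in the held part of Table S1, the median half-life lay at percentile 24.6 of all probe sets at 17°C and at 83.4 at 27°C, so the value at 17°C lies on the side of fast decay. The group is narrower than the paper's: rpl33, rps18 and ATCG00770 are plastid genes, and 12 of the 18 kept probe sets of this annotation have no rates. The paper counts cell cycle genes among those with low transcription rates; of the 2 with rates, E2F1 lay below and CYCD3;2 above the median in signal units, which are not on a common scale between probe sets. The paper finds no relation of the change during labeling with transcription rate; rho was 0.12 at 17°C and 0.024 at 27°C.

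Most other values lie close to the paper's. The mean transcription rates were 74.8 and 245 units per hour, against the paper's 73.0 and 236.1, the mean and median transcription Q10 3.57 and 3.45, against the paper's 3.57 and 3.40, and the median decay Q10 2.99, against the paper's 2.80. The mean half-life at 27°C was 2.69 hours, against the paper's 1.87. Figure S3 gives a Cn of about 0.14 and about 0.22 and a Cp of about 0.87 and about 0.81, read by eye, where 0.134, 0.218, 0.848 and 0.770 were computed. In Fig. 4, read by eye, the median transcription Q10 is about 6.6, about 3.4 and about 1.5 in warm, unchanged and cool genes, beside 6.57, 3.48 and 1.44 here, and the median decay Q10 about 2.1, about 2.8 and about 3.1, beside 2.43, 3.01 and 3.30. The abundance ratio in Table S1 equals the ratio of mean signals at the end of labeling within 5% for 100% of the 1970 held genes that pass the filter. Over 1534 of them with rates, rho between Table S1 and the values here was 0.913 and 0.936 for half-lives and 0.993 and 0.998 for rates at 17°C and 27°C, 0.796 for the decay Q10 and 0.941 for the transcription Q10. Over the same genes the mean half-life was 4.18 hours in Table S1, a value of the paper, and 9.67 here at 17°C, with medians of 3.42 and 3.52. The SD of the half-life was below its mean in every held gene of Table S1 and above it in 836 probe sets here.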

Other observations

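The tests that take quantities from different replicates, for the relation of change and half-life and for the ranking by decay Q10, were chosen after the result was seen.

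At time 0, where both temperatures were sampled at the same time of day, 8 of 11 histone genes were called higher at 27°C and 1 lower. AT2G28720 was higher by 2.25 on the log2 scale, AT1G06760 by 1.36, RAT5 by 1.32 and HTB4 by 1.23, while HTA6 fell by 0.84 (9 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 3.4e-04; adjusted p = 0.501 with an estimated correlation). Of 64 plastid-encoded probe sets, with a median of -0.44, 6 were called lower; psbH fell by 1.51, rpl36 by 1.37, cemA by 1.24 and rpl16 by 1.17 among them (4 lower when adjusted over the list alone, adjusted p = 0.0078; adjusted p = 0.623 with an estimated correlation). In the PIF4 pathway, XTH15 and ST2A were higher by 2.23 and 1.91. Of the clock genes TOC1 was higher by 0.77 and RVE1 fell by 0.97, and the cold-responsive gene LTI30 fell by 1.64. TCH2 was higher by 0.72, and DFL1 and DCP2 fell by 0.81 each. No heat shock gene of 5 was called (limma and SAM; 1 at an unadjusted p under 0.05). The genes with the largest differences at time 0, chosen after their values were seen, were AT5G48490, which fell by 4.62, AT5G01870, which fell by 3.69, and AT2G43620, higher by 3.57.

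During labeling, 4 of 7 clock genes were called lower at both temperatures. RVE2 fell by 3.49 at 17°C and by 3.32 at 27°C, TOC1 by 1.12 and 1.79, RVE1 by 1.35 and 1.13 and TCP11 by 0.80 and 2.06 (camera, adjusted p = 0.0142 and 0.0041; adjusted p = 0.431 and 0.176 with an estimated correlation). Of 11 histone genes 9 were called lower at 27°C, with a median of -1.20 over the list (adjusted p = 3.7e-05; adjusted p = 0.176 with an estimated correlation), and RAT5 fell by 1.87. At 17°C AT2G28720 rose by 0.92 and AT1G06760 fell by 0.72. The heat shock genes AT2G29500 and Fes1A rose by 1.11 and 2.26 at 17°C and by 4.15 and 2.71 at 27°C, and HSFB2A by 0.88 at 27°C (adjusted p of the list = 0.371 and 0.0532). BZIP61 fell by 2.62 and 2.88, and of the transcription factors by symbol 5 fell at each temperature and AGL87 rose by 0.96 at 27°C (adjusted p of the list = 0.0315 at 27°C; adjusted p = 0.176 with an estimated correlation). AT5G39890 of the low-oxygen list fell by 2.27 and 2.41 and ATAUX2-11 by 0.87 and 1.10, while UGT78D2 rose by 1.06 and 0.98. No plastid-encoded probe set of 64 was called by limma at either temperature, with 12 at 17°C and 5 at 27°C at an unadjusted p under 0.05, while SAM called 4 and 1 (adjusted p of the list = 0.128 and 0.902). As no unlabeled seedlings were sampled at the end, effects of the time after dawn, of the medium and of 4SU are not separated here.

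The decay Q10 of warm and cool genes turns with the time at which the groups are formed: the log2 difference of warm minus cool genes was -0.44 with groups from the end of labeling and 1.77 with groups from time 0. Noise in the arrays shared by the grouping and the half-life is argued against as the whole cause. Groups from the time 0 arrays of 1 replicate and half-lives from the others still gave 1.05 (0.930 to 1.16 over 3 replicates). With shared arrays the mean was 2.08, so such noise may make up a part. The separation is not full, since only probe sets with pre-existing signal below time 0 in all 3 replicates were used. Scaling of whole arrays is argued against too, as quantile normalization left the difference at 1.75. What makes the order turn was not tested further and stays open. By its formula a half-life against time 0 compares pre-existing RNA with its own starting level, so new synthesis during labeling does not enter it. A starting level taken at the end does take in a change of level. With the end level as starting level the difference was 0.69, and with groups called at both times 0.50.

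The change during labeling followed the half-life with a rho of 0.73 at 27°C. When the pre-existing share of the total was shuffled over probe sets and multiplied by the change, rho was still 0.680 (0.628 at 17°C, 20 shuffles). A half-life made in this way contains the change, so a positive rho was built in. The real half-life shares the time 0 array with the change. Its pre-existing array was also split from the same RNA as the total array at the end. Deviations of these 2 arrays from their group means were correlated, with 0.382 to 0.463 at 17°C and 0.158 to 0.435 at 27°C. The shuffles therefore cannot tell how much of the relation comes from the construction of the half-life. Noise in shared arrays as the whole cause is argued against by the mean rho of 0.507 at 27°C with both quantities from different replicates, whose lowest value was 0.382. With the end level as starting level rho was -0.061 at 27°C and -0.10 at 17°C, but noise in the end signal then moves both quantities in opposite directions. How much of the relation is due to decay itself stays open.

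No probe set had a decay Q10 apart from the median by the test of single genes in the main settings. In simulated data with the measured replicate error, 36.7% of 4-fold shifts of the decay Q10 in 200 of 6079 probe sets passed (SD 5.5 over 5 runs), and 0% of 2-fold shifts; for transcription 95.4% and 62.5% did. The simulated shifts were all upward, and 0 probe sets lay above the median in the real data. This argues against as many as 200 upward shifts of 4-fold, if errors are as simulated. For fewer or smaller shifts, replicate error and a lack of shifts cannot be told apart here. The share of 4-fold shifts that passes is neither low nor high. The ranking of probe sets by decay Q10 was correlated between separate pairs of replicates with a rho of at least 0.126, so it is in part reproducible. The ranking alone does not exclude a single decay Q10 shared by all genes. All pairs use the same Cp at each temperature and the same probe sets, and an error common to the pairs would repeat as well. For the 14 plastid-encoded probe sets with rates, the median of 0.972 against 2.99 over all argues against a shared value. That list passed the set test with both correlations.

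Other splits of the 6 arrays or sets of rates were fitted for the remaining counts, and 10 splits are too few for a share under 0.05. The real split, which was the 1 with the most calls each time, gave 1406 at the end of labeling, 3340 and 1602 for the changes at 27°C and 17°C, 881 for the transcription Q10 against the median, 5959 for the transcription rate and 3914 for the decay constant, and the highest other split gave 0 in each.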
